# Kdm6b-mediated epigenetic coordination of temporal precision during motor neuron differentiation

**DOI:** 10.1038/s44319-026-00808-2

**Published:** 2026-05-26

**Authors:** Haihan Ren, Qicheng Liu, Bingqian Li, Xuetong Yu, Dan Liang, Shuangling Li, Bing Pan, Qian Gao, Wenhong Deng, Jun-Ma Yu, Wenxian Wang

**Keywords:** Chromatin, Transcription & Genomics, Neuroscience

## Abstract

Histone modifiers are crucial for instructing multiple-stage cellular differentiation, yet the mechanisms underlying their temporal precision remain enigmatic. Here, we demonstrate that the H3K27 demethylase Kdm6b acts as an epigenetic regulator, coordinating stepwise motor neuron (MN) differentiation through sequential partnerships with stage-specific transcription factors (TFs). Genome-wide profiling reveals a progressive gain in Kdm6b occupancy, especially at distal regulatory elements, as differentiation proceeds. Kdm6b dynamically remodels chromatin landscapes by coordinating H3K27me3 removal with H3K27ac and H3K4me1 acquisition, thereby enabling timed gene activation from MN specification to maturation. Stage-specific inhibition of Kdm6b compromises the ordered expression of developmental genes. Mechanistically, Kdm6b interacts with temporal TFs over time to ensure precise transcriptional control and MN differentiation. Our work elucidates how a single epigenetic regulator achieves temporal fidelity of stepwise MN development, providing insight into epigenetic regulation of developmental timing.

## Synopsis

Kdm6b sequentially partners with stage-specific transcription factors to dynamically remodel chromatin landscapes, enabling temporally precise transcriptional programs and MN differentiation.

- Kdm6b binding progressively increases at distal regulatory elements as MN differentiation proceeds.
- Kdm6b dynamically remodels the chromatin landscape by coordinating H3K27me3 reduction with H3K27ac and H3K4me1 acquisition.
- Kdm6b sequentially partners with stage-specific TFs to precisely regulate gene transcription and drive stepwise MN differentiation.

## Abstract (web summary)

Kdm6b sequentially partners with stage-specific transcription factors to dynamically remodel chromatin landscapes, enabling temporally precise transcriptional programs and MN differentiation.

## Introduction

Cellular differentiation and diversity originating from multipotent or embryonic stem cells (ESCs) are meticulously orchestrated by multilayered regulatory networks that dynamically integrate genetic, epigenetic, and environmental cues. Central to these processes is transcriptional regulation, where sequence-specific transcription factors (TFs), including lineage-determining TFs, bind enhancers and promoters to modulate target gene expression through cooperation with cofactors, mediators and the basal transcriptional machinery (Richter et al, 2022; Roeder, 2019). Among these coregulators, histone modifiers recruited by TFs refine transcriptional programs by establishing diverse post-translational modifications (e.g., acetylation, methylation, and ubiquitination) on histone tails. These modifications establish specific chromatin signatures and corresponding gene activity states that underpin cell fate commitment (Morgan and Shilatifard, 2020; Podobinska et al, 2017; Yagi et al, 2025). Substantial progress has highlighted the critical role of TF-histone modifier interactions in cell lineage specification and differentiation (Fueyo et al, 2018; Hnisz et al, 2013; Lee et al, 2009; Zuryn et al, 2014). However, most studies have focused on initial and terminal cell states, with less attention paid to intermediate states or transient stages. Consequently, the dynamic mechanisms by which developmentally transient TFs recruit histone modifiers during stage transitions, and how their interplay drives stepwise cell differentiation, remain poorly understood.

Motor neuron (MN) development provides an excellent model for studying stepwise differentiation, progressing through a hierarchy of cellular states: MN progenitor (pMN), newborn MN (nbMN), and mature MN (mMN). Multipotent neural stem cells within the embryonic neuroepithelium, characterized by Sox2 expression, undergo ventral patterning via sonic hedgehog (Shh) signaling from the notochord and floor plate, leading to the pMN lineage commitment (Ribes and Briscoe, 2009). Subsequent specification yields nbMNs, which further differentiate into distinct mMN subtypes along the dorsoventral and rostrocaudal axes to innervate specific muscles (Arber, 2012; Philippidou and Dasen, 2013). These subtypes encompass the medial motor column (MMC; innervating axial muscles), hypaxial motor column (HMC; controlling body wall muscles), lateral motor column (LMC; innervating limb muscles), preganglionic motor column (PGC; controlling sympathetic ganglia) and others.

MN differentiation is highly controlled by a series of events, including transcriptional and post-transcriptional regulation (Amin et al, 2015; Carvelli et al, 2022) and developmental signals (Arber, 2012; Ribes and Briscoe, 2009). At the transcriptional level, a myriad of key developmental TFs have been extensively identified, which exhibit stage- and cell type-specific expression patterns essential for MN fate determination and differentiation. Olig2, a basic helix-loop-helix (bHLH) TF, is specifically expressed in pMNs and defines pMN identity (Lee et al, 2005; Novitch et al, 2001). Proneural TF Ngn2 (Neurog2) is transiently expressed in late pMNs, initiating MN specification and suppressing alternative cell fates (Guillemot, 2007; Lee et al, 2005). Strikingly, Ngn2 is important for the induction of later developmental TFs such as Mnx1, Isl1, Ebfs and Onecuts (Velasco et al, 2017). Another proneural TFs, Neurod1/2/4 were typically expressed in post-mitotic MNs and contribute to neuronal differentiation and maturation (Gao et al, 2009; Guillemot, 2007). Mnx1 (Hb9, a homeodomain protein) acts as a master regulator and definitive marker of post-mitotic MNs, driving MN-specific genes and suppressing interneuron programs (Arber et al, 1999). Isl1 and Lhx3 are LIM-homeodomain TFs forming a complex (Isl1-Lhx3) crucial for generic MN differentiation and MMC subtype specification (Mazzoni et al, 2013; Thaler et al, 2002). This complex cooperates with Mnx1 to establish the core MN transcriptional program, including genes for neurotransmitter synthesis and axon pathfinding. In addition, forkhead box TF Foxp1 has been identified as necessary for LMC and PGC specification (Dasen et al, 2008; Rousso et al, 2008). Interestingly, in HMC neurons lacking Lhx3 or Foxp1, Onecut TFs interact with Isl1 to maintain the core MN gene transcriptional program (Rhee et al, 2016). Thus, these developmental TFs demarcate spatiotemporal MN subgroups, orchestrating precise transcriptional regulation and cell specification.

Histone modifiers establish chromatin contexts crucial for transcriptional regulation and neural development (Ciceri et al, 2024; Matlik et al, 2023; Ramesh et al, 2023; Tang et al, 2020; Wijayatunge et al, 2018; Xu et al, 2025). While histone acetylation (e.g., H3K27ac, catalyzed by P300/CBP) is broadly associated with activation, histone methylation exhibits complex site- and state-dependent effects. Repressive H3K27 trimethylation (H3K27me3) catalyzed by PRC2 is reversibly removed by Kdm6a/b (UTX/Jmjd3) for gene activation (Arcipowski et al, 2016; Wang et al, 2020). Conversely, H3K4 mono-/di-/trimethylation (H3K4me1/2/3, catalyzed by Kmt2a/b/c/d and Setd1a/b) is linked to activation, with H3K4me1 prominently enriched at enhancers and H3K4me3 at promoters, respectively (Barski et al, 2007; Heintzman et al, 2007). Notably, Combinations of histone modifications create specific chromatin architectures and regulatory varieties. For instance, bivalent promoters marked by H3K4me3 and H3K27me3 in ESCs silence developmental genes and concurrently poise them for activation upon lineage induction (Bernstein et al, 2006), while the combination of H3K27ac and H3K4me1 defines active enhancers for gene activation (Creyghton et al, 2010). Despite the well-established roles of developmental TFs in MN development, the involvement of histone modifiers has been less extensively investigated. CBP/P300 interacts with Ngn2 and retinoic acid receptors to influence MN specification and axonal projection (Lee et al, 2009). The PRC1 component Bmi1 regulates MN subtype differentiation dose-dependently via Hox genes (Golden and Dasen, 2012). Our recent work identified Kdm6b as a driver of MN differentiation and diversification through its interaction with the Isl1-Lhx3 complex (Wang et al, 2022). However, the dynamic histone modifier-TF interplays and their integrated actions to orchestrate the gene regulatory network underlying stepwise MN development remain elusive.

In this study, we leveraged an ESC-to-MN directed differentiation system recapitulating the stepwise process of MN development. Genome-wide mapping revealed Kdm6b occupancy is dynamic, progressively enriched at distal enhancers and accompanied by an increase in regulatory elements as MN differentiation progresses. Kdm6b binding dynamically remodeled the chromatin landscape, driving rapid loss of the repressive mark H3K27me3 with concomitant gains in the activating marks H3K27ac and H3K4me1 at occupied sites. However, Kdm6b dissociation triggered the chromatin configuration towards the repressive state, with H3K27me3 restoration and H3K27ac and H3K4me1 reduction. Transcriptome analyses implicated Kdm6b target genes in widespread processes crucial throughout MN development, including cell cycle regulation, pattern specification, regionalization, Wnt and Notch signaling, neurogenesis, axonogenesis, neuron projection, cell junction, synaptogenesis and dendritogenesis. Pharmacological inhibition of Kdm6b enzymatic activity significantly disrupted stage-specific transcriptional profiles. Furthermore, Kdm6b was found to associate sequentially with stage-specific transcription factors, including Sox2, Olig2, Ngn2, Neurod1, Isl1-Lhx3, Onecut1/2, and Cux1/2, across MN differentiation. Together, these dynamic Kdm6b-TF partnerships and the adaptable chromatin landscapes they coordinate establish an epigenetic framework essential for the precise control of stepwise MN differentiation. Our study provides a comprehensive understanding of Kdm6b during stepwise MN differentiation and underscores the pivotal role of a histone modifier in achieving temporal precision in cell development.

## Results

### In vitro directed motor neuron differentiation recapitulates developmental progression

MN differentiation is a tightly regulated process enabling the spatiotemporal generation of developmentally and functionally distinct MN subtypes, including pMNs, nbMNs and diverse mMNs. Kdm6b was previously implicated in interacting with the Isl1-Lhx3 complex to regulate key developmental genes (such as Isl1, Lhx3, Mnx1 and Foxp1), thereby influencing MN differentiation and subtype diversification (Wang et al, 2022). However, differentially expressed genes (DEGs) in Kdm6b-null mice exhibited remarkable heterogeneity across different MN subtypes. Crucially, the majority of these DEGs were not known targets of Isl1-Lhx3, suggesting the involvement of alternative regulatory mechanisms. To overcome the challenge of obtaining sufficient numbers of highly pure, specific MN subtypes from mice for mechanistic studies, we utilized an established directed MN differentiation strategy from mouse ESCs (Tan et al, 2016; Wichterle and Peljto, 2008). This in vitro system recapitulates key stages of in vivo MN development, characterized by sequential expression of developmental TFs: Olig2, Ngn2, Neurod1, Mnx1, Isl1 and Lhx3 (Figs. 1 and EV1). Both MMC and HMC differentiation trajectories progressed through pMN, pnMN (proneural motor neuron), nbMN and mMN stages (Figs. 1A and EV1A). Treatment with Notch signaling inhibitor DAPT accelerated differentiation and led to downregulation of Lhx3 at the terminal mMN stage (Fig. 1B), in alignment with previous findings (Rhee et al, 2016; Tan et al, 2016). For the HMC differentiation process (Fig. 1B), Olig2 was prominently expressed in pMNs at day 4 (D4). After 8 h (D4H8), a significant proportion of cells expressed proneural TFs Ngn2 and Neurod1, indicating transition towards cell cycle exit and neurogenesis initiation. Particularly, Ngn2 exhibited the highest expression level at this stage throughout development. We designate MNs at this stage as proneural MNs (pnMNs), highlighting this transient stage characterized by high Ngn2 expression. Consistent with this early specification phase, key MN determinants Mnx1, Isl1 and Lhx3 were expressed at very low levels. Notably, three distinct cell populations were observed at D4H8: Olig2+Ngn2-, Olig2+Ngn2+, and Olig2-Ngn2+, indicating incomplete synchronization and a mixture of pMNs and pnMNs. At Day 5 (D5), expression of Olig2 and Ngn2 rapidly declined, while Mnx1, Isl1 and Lhx3 expression increased, marking entry into the post-mitotic stage and the establishment of nbMN identity. In contrast to other TFs, Neurod1 expression culminated specifically at this nbMN stage, serving as a robust marker for nbMN. One day later (D6), Olig2 and Ngn2 expression was nearly absent and Neurod1 was drastically downregulated. Concurrently, Mnx1 and Isl1 reached high expression levels, signifying developmental progression towards MN maturation. Lhx3 expression was downregulated but not completely absent at this stage. Collectively, the in vitro directed differentiation process effectively models the temporal progression of in vivo MN development, generating cells with sequentially committed identities.

**Figure 1:**
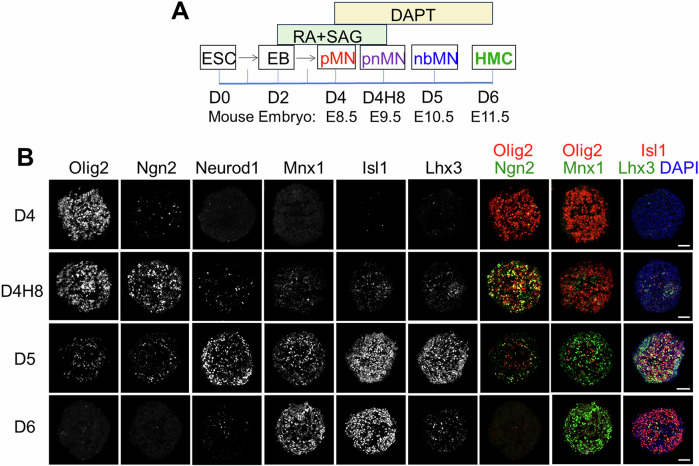
In vitro directed MN differentiation recapitulates in vivo developmental progression. (**A**) Schematic of the in vitro ESC→MN (HMC) differentiation process, with timepoints approximating mouse embryonic stages. ESC embryonic stem cell, MN motor neuron, EB embryonic body, pMN motor neuron progenitor, pnMN proneural motor neuron, nbMN newborn motor neuron, HMC hypaxial motor column. D day, E embryonic day. (**B**) Immunostaining of Olig2, Ngn2, Neurod1, Mnx1, Isl1, and Lhx3 at MN differentiation stages D4, D4H8, D5, and D6. Scale bars: 50 μm.

**Figure EV1:**
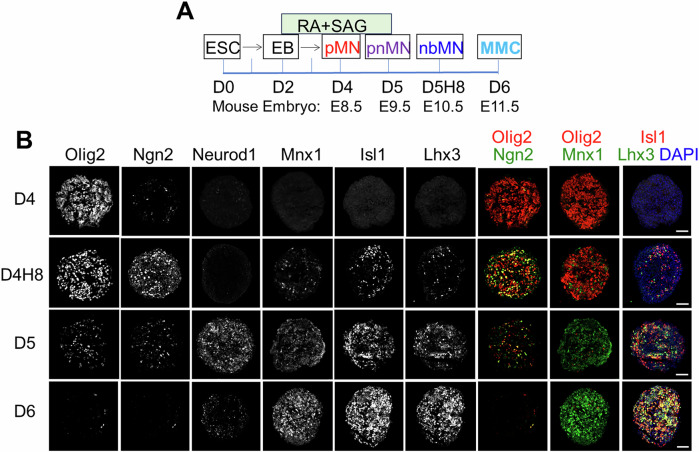
In vitro directed MN differentiation recapitulates in vivo developmental progression, related to Fig. 1. (**A**) The diagram represents the in vitro ESC→MN (MMC) differentiation process, with each timepoint approximately corresponding to the mouse embryonic stage. ESC embryonic stem cell, MN motor neuron, EB embryonic body, pMN motor neuron progenitor, pnMN proneural motor neuron, nbMN newborn motor neuron, MMC medial motor column. D day, E embryonic day. (**B**) Immunostaining of Olig2, Ngn2, Neurod1, Mnx1, Isl1, and Lhx3 at MN differentiation stages D4, D5, D5H8, and D6H8. Scale bars: 50 μm.

### Kdm6b exhibits dynamic genome-wide binding patterns during MN development

Given that Kdm6b-interacting TFs (Isl1-Lhx3 complex) was previously characterized in MMC subtypes, this study focused on the HMC developmental trajectory. To investigate Kdm6b genomic configuration across MN development, we performed Cut&Run coupled with high-throughput sequencing (Cut&Run-seq) to map its genome-wide binding landscape. Kdm6b exhibited stage-specific enrichment dynamics, characterized by both unique sites at individual stages and shared sites among multiple stages (Figs. 2A and EV2A). Analysis of the binding distribution revealed a progressive increase in total occupancy, with the majority localized to promoters, introns, and intergenic areas (Fig. 2B). Binding sites at intronic and intergenic regions rose from 707 (33.12% of total) at D4 to 3879 (45.38%) at D4H8, 6524 (51.42%) at D5, and 8152 (57.62%) at D6 (Fig. 2B). In contrast, promoter-proximal binding sites remained numerically stable from D4H8 through D6 (ranging from 5067 to 5077), despite a proportional decrease (Fig. 2B). These results indicate that the progressive gain of Kdm6b binding sites at distal regulatory elements primarily drives the dynamic redistribution of Kdm6b across differentiation. Accordingly, the median distance from each Kdm6b binding site to the nearest transcription start site (TSS) increased throughout differentiation (Fig. 2C). Concomitantly, the number of Kdm6b binding peaks per target gene gradually increased, with mMNs at D6 showing pronounced enrichment for genes harboring >2 binding sites (Fig. 2D,E).

**Figure 2:**
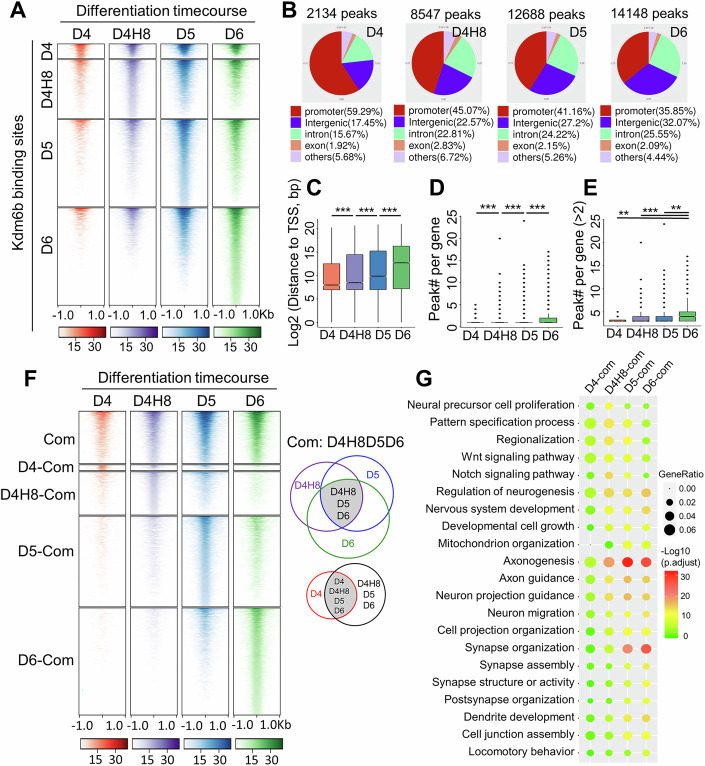
Genome-wide enrichment of Kdm6b reveals a dynamic binding pattern during MN development. (**A**) Kdm6b binding sites at the indicated stages (Y-axis) show differential enrichment across the MN differentiation timecourse (X-axis). The color bar shows relative enrichment intensity. (**B**) Genomic distribution of Kdm6b binding sites at the indicated stages, revealing a progressive increase toward intergenic and intron regions as differentiation proceeds. (**C**) Box plots showing the distance of Kdm6b binding sites to the nearest TTSs at the indicated stages, each from one Cut&Run assay (*n* = 1). *P* value was determined by the Wilcox rank-sum test with significance as ***p < 0.001 (from left to right: 4.3e-11, 7.4e-15, and 1.0e-53). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: D4 (0, 6.9, 8.0, 12.5, 20.2), D4H8 (0, 7.0, 8.5, 14.4, 20.7), D5 (0, 7.0, 9.9, 15.2, 20.9), and D6 (0, 7.2, 12.7, 16.2, 21.0). (**D**) Box plots quantifying the number of Kdm6b binding peaks per proximal gene at the indicated stages, each from one Cut&Run assay (*n* = 1). *P* value was determined by the Wilcox rank-sum test with significance as ***p < 0.001 (from left to right: 4.2e-29, 2.2e-27, 1.6e-5). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: D4 (1, 1, 1, 1, 5), D4H8 (1, 1, 1, 1, 20), D5 (1, 1, 1, 1, 24), and D6 (1, 1, 1, 2, 17). (**E**) Box plots quantifying the number of >2 Kdm6b binding peaks per proximal gene at the indicated stages, each from one Cut&Run assay (*n* = 1). *P* value was determined by the Wilcox rank-sum test with significance as **p < 0.01; ***p < 0.001 (D6 vs D4: 0.009; D6 vs D4H8: 5.4e-7; D6 vs D5: 0.002). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: D4 (3, 3, 3, 3.25, 5), D4H8 (3, 3, 3, 4, 20), D5 (3, 3, 3, 4, 24), and D6 (3, 3, 4, 5, 17). (**F**) Enrichment profiles of Kdm6b’s common peaks (Com: shaded region of Venn Diagram shared by D4H8, D5, and D6) and stage-specific peaks (D4-Com, D4H8-Com, D5-Com, and D6-Com) (Y-axis) across MN differentiation timecourse (X-axis). The color bar shows relative enrichment intensity. (**G**) GO analyses of stage-specific target genes showing top-ranked enrichment pathways with bubble plot. Biological Process terms are shown. Adjusted *p* value was determined by the Wilcox rank-sum test. Source data are available online for this figure.

**Figure EV2:**
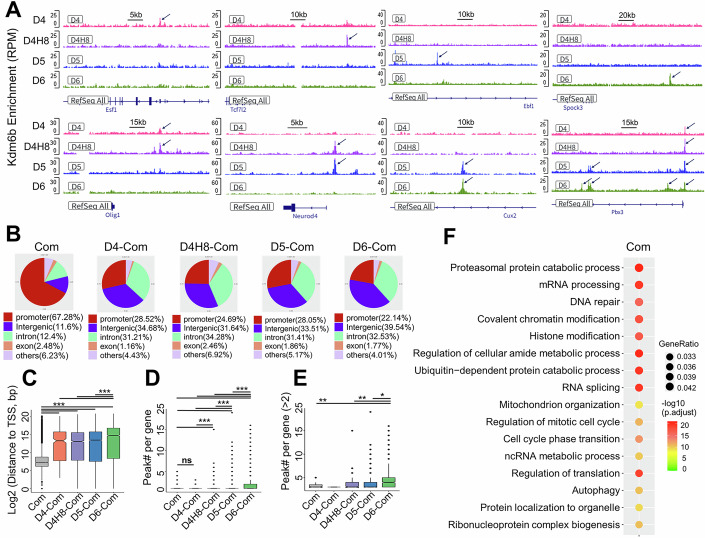
Dynamic binding patterns of Kdm6b correlate with preferential spatial occupancy and distinct functional significance, related to Fig. 2. (**A**) Genome browser tracks displaying dynamic Kdm6b enrichment at the selected gene loci across MN developmental stages. RPM indicates enrichment intensity. (**B**) The genomic distribution of Kdm6b common (Com) and stage-specific binding peaks (D4-Com, D4H8-Com, D5-Com and D6-Com) exhibiting spatial preference. (**C**) Box plots showing the distance of Kdm6b common and stage-specific binding sites to the nearest TSSs. *P* value was determined by the Wilcox rank-sum test, and statistical significance was indicated as follows. ***p < 0.001 (D6-Com vs Com: 0; D6-Com vs D4-Com: 3.2e-8; D6-Com vs D4H8-Com: 3.9e-54; D6-Com vs D5-Com: 4.3e-73). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: Com (0, 6.2, 7.3, 8.8, 20.2), D4-Com (3, 7.8, 13.3, 15.8, 20.2), D4H8-Com (0, 7.9, 13.1, 15.6, 20.7), D5-Com (0, 7.6, 13.5, 15.8, 20.9), and D6-Com (0, 8.4, 14.8, 16.8, 20.9). The data were from one Cut&Run assay at each stage (*n* = 1). (**D**) Box plots quantifying the number of Kdm6b binding peaks per proximal gene. *P* value was determined by the Wilcox rank-sum test. ns nonsignificant; ***P < 0.001 (D4H8-Com vs D4-Com: 1.9e-7; D5-Com vs D4H8-Com: 8.6e-21; D6-Com vs D5-Com: 4.2e-7). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: Com (0, 1, 1, 1, 5), D4-Com (0, 1, 1, 1, 3), D4H8-Com (0, 1, 1, 1, 15), D5-Com (0, 1, 1, 1, 19), and D6-Com (0, 1, 1, 2, 16). The data were from one Cut&Run assay at each stage (*n* = 1). (**E**) Box plots quantifying the number of >2 Kdm6b binding peaks per proximal gene. *P* value was determined by the Wilcox rank-sum test. *P < 0.05; **P < 0.01 (D6-Com vs Com: 0.002; D6-Com vs D4H8-Com: 0.003; D6-Com vs D5-Com: 0.04). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: Com (3, 3, 3, 3, 5), D4-Com (3, 3, 3, 3, 3), D4H8-Com (3, 3, 3, 4, 15), D5-Com (3, 3, 3, 4, 19), and D6-Com (3, 3, 4, 5, 16). The data were from one Cut&Run assay at each stage (*n* = 1). (**F**) GO analyses of common target genes showing top-ranked enrichment pathways with bubble plot. Biological Process terms are shown.

Since different binding patterns likely confer differential functional outcomes, we categorized kdm6b binding sites into two subgroups, common peaks (Com) and stage-specific peaks (Fig. 2F). Common peaks were defined as binding sites shared across D4H8, D5, and D6 as D4 peaks were scarce and 87.3% of them (1863 out of 2134) overlapped with D4H8 peaks. Stage-specific peaks were obtained by subtracting common peaks from total peaks at each stage, designated as D4-Com, D4H8-Com, D5-Com, and D6-Com, respectively. Stage-specific peaks showed minimal overlap between distal stages (e.g., D4-Com versus D6-Com) but partial overlap between consecutive stages (e.g., D4H8-Com versus D5-Com) (Fig. 2F), consistent with observed cellular asynchrony (Fig. 1B). Intriguingly, common peaks were predominantly promoter-proximal, while stage-specific peaks were enriched in distal intronic and intergenic regions, indicating preferential binding to cis-regulatory elements distributed within distinct genomic regions (Fig. EV2B). Additionally, D6-Com peaks exhibited the greatest binding distance to the nearest TSS and the highest number of binding sites per TSS, similar to the enrichment pattern of total binding peaks (Fig. EV2C–E). Taken together, the enrichment architecture reveals that Kdm6b dynamically binds the genome throughout MN differentiation, strategically occupying distal enhancers and multiple regulatory elements during neuronal maturation.

Next, we sought to annotate the functional relevance associated with this dynamic Kdm6b binding pattern. Putative targets of Kdm6b were assigned as common or stage-specific target genes corresponding to common or stage-specific binding peaks, respectively. Gene ontology (GO) analyses revealed that common target genes were mainly enriched in fundamental cellular processes, including protein catabolism, RNA processing and splicing, DNA repair, and chromatin/histone modification (Fig. EV2F). In contrast, stage-specific target genes were strikingly associated with neuronal development and differentiation (Fig. 2G). D4-Com and D4H8-Com target genes were related to cell proliferation, pattern specification, regionalization, Wnt and Notch signaling, and neurogenesis, manifesting features characteristic of cell proliferation, identity commitment and initial neurogenesis during early neuronal development within pMNs and pnMNs. D5-Com target genes were tightly linked to neurogenesis, nervous system development, cell growth, mitochondrial organization, axonogenesis and axon guidance, reflecting potential regulatory roles of Kdm6b in MN neuronal differentiation and growth within nbMNs. Subsequently, D6-Com target genes were characteristic of neuronal maturation, including neuron projection and migration, synaptogenesis, dendritogenesis, cell junction and locomotory behavior. These results indicate that Kdm6b’s dynamic genomic recruitment is elaborately positioned to regulate both core cellular functions and stage-specific programs governing MN development and maturation.

### Kdm6b dynamically coordinates genomic landscapes of histone modifications

Given that Kdm6b acts as a histone demethylase, specifically removing the repressive mark H3K27me3, we investigated whether its enrichment influenced local chromatin modifications. Cut&Tag-seq analysis revealed that H3K27me3 levels were relatively low on stage-specific peaks at their respective stages of Kdm6b occupancy, but subsequently increased at distal stages (Fig. EV3A). Conversely, the active marks H3K27ac and H3K4me1 largely exhibited an inverse correlation with H3K27me3 at these sites, while H3K4me3 levels remained largely unchanged (Fig. EV3A). Moreover, enhancers and promoters differed in the nature of this inverse correlation, with H3K4me1 restricted to enhancers and H3K27ac present at both enhancers and promoters (Fig. EV3B,C). These results indicate that Kdm6b occupancy dynamically remodels the local histone modification landscape. To dissect these dynamics throughout MN differentiation, we focused on temporally defined Kdm6b binding peaks: unique to single stage (D4, D4H8, D5 and D6) or unique to two consecutive stages (D4D4H8, D4H8D5, and D5D6) (Fig. 3A). These peaks predominantly constituted the stage-specific binding events and most likely underlie the observed histone modification dynamics. As indicated, within unique binding peaks at early stages (D4_, D4D4H8_, and D4H8_unique peaks), Kdm6b occupancy correlated with very low H3K27me3 signal at both D4 and D4H8 stages (Fig. 3B). Following Kdm6b dissociation, H3K27me3 remained low at D5 but remarkably increased by D6 (Fig. 3B). In contrast, H3K27ac and H3K4me1 signals peaked at both D4 and D4H8 stages, then progressively decreased at D5, reaching the lowest levels at D6 (Fig. 3B). The early binding sites at genes *Irx3* and *Prox1* consistently confirmed this pattern (Fig. 3C,D). As differentiation proceeded, for unique binding peaks at intermediate stages (D4H8D5_ and D5_unique peaks), H3K27me3 reached its lowest level and inversely H3K27ac signals at D5, as shown by the binding sites at *Isl1* (Fig. 3B,E). H3K4me1 also remained elevated at both D4H8 and D5 stages (Fig. 3B). As the motor neuron was going toward maturity, Kdm6b unique binding peaks at late stages (D5D6_ and D6_unique peaks) displayed a higher H3K27me3 level at early stages, which decreased to its lowest level at D6 (Fig. 3B,F,G). Conversely, H3K27ac and H3K4me1 levels were low initially but increased at D6, as demonstrated by the binding sites at *Crmp1* and *Spock3* (Fig. 3B,F,G). Taken together, these results indicate a strong association between stage-specific genomic occupancy of Kdm6b and localized reduction of H3K27me3, concomitant with enrichment of H3K27ac and H3K4me1. In contrast, Kdm6b dissociation universally correlates with increased H3K27me3 and decreased H3K27ac and H3K4me1 levels.

**Figure EV3:**
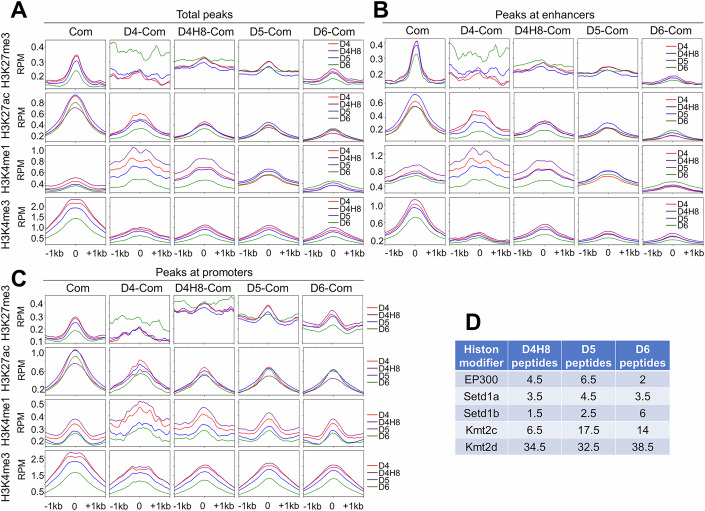
Kdm6b enrichment influences local chromatin modifications, related to Fig. 3. (**A**) Line plot profiles showing histone modification dynamics within Kdm6b common (Com) and stage-specific binding peaks (D4-Com, D4H8-Com, D5-Com, and D6-Com) across differentiation stages (D4, D4H8, D5, and D6). At stage-specific binding peaks, Kdm6b recruiting was closely associated with low H3K27me3 but high H3K27ac and H3K4me1 levels, while dismantling was largely related to high H3K27me3 but low H3K27ac and H3K4me1 levels. RPM indicates enrichment intensity. (**B**, **C**) Histon modification dynamics differ between the enhancer areas (**B**) and promoter regions (**C**) of Kdm6b stage-specific binding peaks. H3K4me1 dynamics was restricted to enhancers, while H3K27ac dynamics present at both enhancers and promoters. RPM indicates enrichment intensity. (**D**) Average peptide numbers identified for histone modifiers from Kdm6b IP-MS at the indicated stages from two biologically independent experiments.

**Figure 3:**
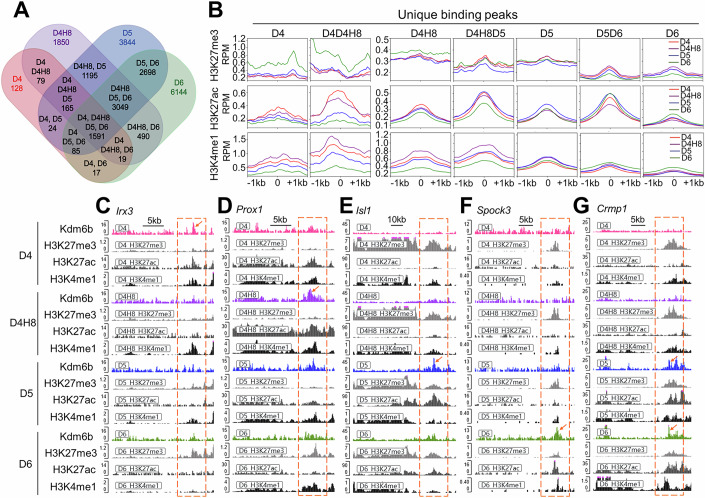
Kdm6b dynamically coordinates histone modification landscapes. (**A**) Venn Diagram showing temporally defined Kdm6b binding peaks: unique to each stage (D4, D4H8, D5, and D6), unique to two stages (D4D4H8, D4D5, D4D6, D4H8D5, D4H8D6, and D5D6), shared by three stages (D4D4H8D5, D4D4H8D5, D4D5D6, and D4H8D5D6) and shared by four stages (D4D4H8D5D6). Numbers denote respective binding sites. (**B**) Line plot profiles indicating histone modification dynamics within Kdm6b unique binding peaks (unique to each stage and two consecutive stages) across differentiation stages. Kdm6b binding associates with low H3K27me3 but high H3K27ac and H3K4me1 levels. RPM (Reads Per Million mapped reads) indicates enrichment intensity. (**C**–**G**) Genome browser tracks displaying Kdm6b occupancy and histone modification enrichment at representative genomic loci corresponding to genes *Irx3* (**C**), *Olig1* (**D**), *Isl1* (**E**), *Crmp1* (**F**), and *Spock3* (**G**) across MN developmental stages. RPM (reads per million mapped reads) indicates enrichment intensity. Source data are available online for this figure.

These findings underscore the critical synergy between multiple histone modifications in modulating chromatin states in response to Kdm6b recruitment and dissociation. This synergistic action was further supported by IP-MS results demonstrating that Kdm6b co-immunoprecipitated with the H3K27 acetyltransferase EP300 and H3K4 methyltransferases Setd1a/1b and Kmt2c/2 d (Fig. EV4C). This suggests that Kdm6b functions not only as an H3K27 demethylase but also as a cofactor coordinating broader histone modification networks. Collectively, Kdm6b is a critical coordinator of chromatin landscapes, dynamically modulating the adaptable genomic distribution of histone modifications throughout MN differentiation.

**Figure EV4:**
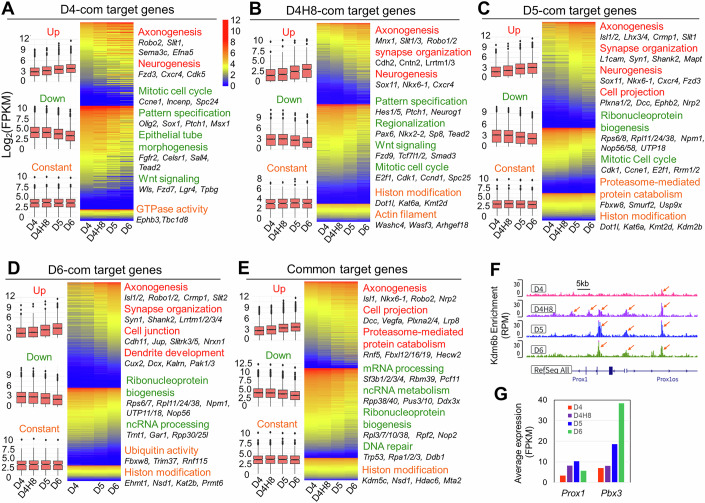
Kdm6b regulates stage-specific subsets of MN developmental genes, related to Fig. 4. (**A**–**E**) Temporal transcription profiles of Kdm6b stage-specific target genes, including D4-Com targets (**A**), D4H8-Com targets (**B**), D5-Com targets (**C**), D6-Com targets (**D**), and common target genes (**E**) during MN differentiation. Box plots and heatmaps depict gene expression profiles categorized as upregulated (Up, fold change ≥1.1), downregulated (Down, ≤0.9) and constant expression (Constant, 0.9 <fold change <1.1), as determined by pairwise comparison in the method section. Each subset underwent GO enrichment analysis, and top nonredundant terms and representative contributing genes are shown. FPKM (fragments per kilobase of transcript per million mapped fragments) was employed to indicate relative gene expression from different samples. (**F**) Genome browser tracks showing Kdm6b utilized both common and stage-specific binding modalities at the Prox1 locus. (**G**) Average mRNA levels of *Prox1* and *Pbx3* from RNA-seq datasets with three biologically independent experiments at each differentiation stage. FPKM was used to indicate relative gene expression from different samples.

### Kdm6b regulates developmental genes critical for stepwise MN differentiation

As Kdm6b dynamically binds to stage-specific genomic loci and remodels chromatin architecture critical for gene expression, we sought to identify Kdm6b-regulated genes. RNA-seq analysis across MN developmental stages (D4, D4H8, D5 and D6) revealed distinct transcriptional profiles, particularly between distal stages, indicative of temporally controlled gene expression (Appendix Fig. S1). 

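The untreated stages were D4, D4H8, D5 and D6, each with 3 biological replicates of motor neuron cultures derived from C57BL/6 mESCs and profiled by RNA-seq. Untreated here means without GSKJ4. In the paper's HMC protocol the Notch inhibitor DAPT was added at D4, and the medium was changed at D5. Stage contrasts therefore do not separate time in culture from these additions and changes. The authors captured mRNA with poly-T beads, removed low-quality bases and short reads with Fastp, aligned the reads to mm10 with Hisat2 and counted them per gene with HTSeq-count. The counting strand was not stated. Reads counted on genes per library ranged from 16231085 to 22725856 at D4 (median 17094158) and from 14982115 to 34383842 at D4H8 (median 16255006). They ranged from 15431424 to 16647584 at D5 (median 15765897) and from 15679410 to 16326155 at D6 (median 15919703). The authors' count and FPKM tables cover 55400 genes, and FPKM recomputed from the counts and the exonic gene lengths differed from the deposited FPKM by at most 0.005.

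Pearson correlations between libraries used log2(FPKM + 1) over the 13687 genes with a mean FPKM of at least 1. Stage contrasts used the counts with TMM scaling and the filterByExpr filter, in one fit over the 12 untreated libraries that tested 17519 genes. Choices that could change the numbers were the transform of FPKM, the scaling, the filter on low counts and the sharing of one dispersion estimate across stages.

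The mean correlation was 0.972 (SD 0.0109) over the 12 pairs of libraries within a stage and 0.925 (SD 0.0364) over the 27 pairs from neighbouring stages. Over the 9 pairs of a D4 and a D6 library it was 0.706 (SD 0.0510). The D4 and D6 pairs ranged from 0.628 to 0.755, below every pair within a stage (0.955 to 0.985). These correlations run across genes, and genes are not independent replicates. Taking all genes moved the D4 and D6 mean most, to 0.907.

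At an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 711 genes were higher and 56 lower at D4H8 than at D4. From D4H8 to D5, 3019 genes rose and 1842 fell, and from D5 to D6, 3369 rose and 2647 fell. The widest contrast, D6 against D4, had 5761 higher and 5427 lower genes. Dropping the filter moved the D4H8 against D4 total most, from 767 to 1319 genes. Upper-quartile scaling moved the median of all genes by -0.15 log2 for D6 against D4 and gave 5144 higher and 6342 lower genes there.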

As analyzed above, Kdm6b target genes comprised both stage-specific and common subsets, with the former exhibiting sequential correlations to MN developmental progression (Figs. 2G and EV2F). We therefore first characterized the overview of stage-specific target gene expression profiles. Based on their temporal expression patterns, Kdm6b target genes were categorized into three subsets: upregulation, downregulation or constant expression. 

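The direction of change was described for the whole D4 and D4H8 Kdm6b target lists, not for the D4-Com and D4H8-Com subsets, for which no set test was run. Of the 1950 genes of the D4 list found in the count table, 1695 had a mean FPKM of at least 1 at D4 or D6. Their D6 to D4 ratio of mean FPKM was at most 0.9 for 48.4% of them (SD 1.87 between D6 libraries, each taken against the D4 mean). The ratio was at least 1.1 for 40.9% (SD 0.825) and in between for 10.7%. Over all 14705 genes with this expression, 49.1% were lower and 41.8% higher at D6. On the D4H8 list, 5619 of 6759 genes had this expression. At D6 49.5% of them were lower than at D4H8 (SD 2.07), 37.6% were higher (SD 0.497) and 12.9% lay in between, against 49.9% lower and 38.9% higher of all 14574 such genes. Fold limits of 1.5 and 0.67 moved these shares most, to 31.9% lower and 26.1% higher on the D4 list.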

Early stage-specific targets at D4 and D4H8 (D4-Com and D4H8-Com targets) were chiefly downregulated as differentiation progressed, including key developmental genes (e.g., *Olig2*, *Hes1*/*5*, *Ptch1*, *Cdk1*, *Neurog1*, and *Smad3*) (Fig. EV4A,B). They were highly expressed at early stages and functionally linked to early MN development at pMN and pnMN. In contrast to early targets, later stage-specific target genes of Kdm6b at D5 and D6 (D5-Com and D6-Com targets) were largely upregulated from low basal levels at earlier stages (Fig. EV4C,D). This subset encompassed a variety of essential MN genes (e.g., *Isl1/2*, *Lhx3/4*, *Mnx1*, *Crmp1*, *Robo2*, *Lrrtm3*, *Dcc*, *Nrp2*, *Cdh11*, *Slitrk3*, and *Cux2*), broadly involved in diverse neuronal differentiation and maturation processes. This finding demonstrated that the majority of Kdm6b target genes were stage-specifically regulated, coupling their expressions to distinct phases of MN development, differentiation and maturation.

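Expression of 7 early genes was compared between D6 and D4 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Olig2* (ENSMUSG00000039830, GRCm38 chromosome 16: 91225457-91228677) averaged 47.5 FPKM (SD 9.06, n = 3) at D4, 98.2 FPKM (SD 22.8) at D4H8, 22.4 FPKM (SD 6.46) at D5 and 1.24 FPKM (SD 0.632) at D6. Its log2 fold change from D4 to D6 was -5.20 (SE 0.341, edgeR adjusted p 1.6e-08), and between -5.46 and -4.84 when any one library was left out. The rise of *Olig2* from D4 to D4H8 had an adjusted p of 0.048 in edgeR, and 6 of 16 alternatives kept it under 0.05 (range 2.1e-09 to 0.314).

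*Neurog1* (ENSMUSG00000048904, chromosome 13: 56250478-56252163) rose from 5.93 FPKM (SD 1.64) at D4 to 48.6 FPKM (SD 19.7) at D4H8, a log2 fold change of 3.01 (SE 0.318, edgeR adjusted p 7.2e-05; leave-one-out range 2.59 to 3.20). It then fell to 14.3 FPKM (SD 2.69) at D5 and 1.08 FPKM (SD 0.559) at D6. *Hes5* (ENSMUSG00000048001, chromosome 4: 154960923-154962371) went from 9.85 FPKM (SD 4.47) at D4 and 9.27 FPKM (SD 5.84) at D4H8 to 0.547 FPKM (SD 0.147) at D5 and 0.507 FPKM (SD 0.105) at D6. Its log2 fold change from D4 to D6 was -4.17 (SE 0.502, edgeR adjusted p 6.2e-06).

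*Hes1*, *Ptch1*, *Cdk1* and *Smad3* had D6 to D4 log2 fold changes of -1.72, -1.58, -2.70 and -1.09, with edgeR adjusted p between 4.4e-07 and 4.6e-06. For each of the 7 genes, all 3 D6 libraries lay below all 3 D4 libraries in CPM.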

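Each of these 13 genes was higher at D6 than at D4 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and for each all 3 D6 libraries lay above all 3 D4 libraries in CPM. *Isl2* (ENSMUSG00000032318, GRCm38 chromosome 9: 55538672-55546180) rose from 0.283 FPKM (SD 0.132, n = 3) at D4 to 43.1 FPKM (SD 5.90) at D6. Its log2 fold change was 7.35 (SE 0.338, edgeR adjusted p 6.6e-10), between 6.98 and 7.67 with any one library left out. *Isl1* (ENSMUSG00000042258, chromosome 13: 116298281-116309689) went from 3.79 FPKM (SD 1.74) through 28.5 (SD 4.97) at D4H8 and 84.9 (SD 10.0) at D5 to 125 FPKM (SD 9.61) at D6. That was a log2 fold change of 5.13 (SE 0.269, edgeR adjusted p 1.9e-09; leave-one-out range 4.88 to 5.53).

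*Crmp1* (ENSMUSG00000029121, chromosome 5: 37241940-37292133) reached the highest level, 271 FPKM (SD 52.7) at D6 from 2.97 FPKM (SD 0.844) at D4. For *Lhx4*, *Dcc*, *Nrp2*, *Cdh11*, *Lrrtm3* and *Cux2* the D6 to D4 log2 fold changes were 6.95, 6.39, 5.41, 3.84, 3.77 and 3.58. *Slitrk3* had at most 3 counts in every D4 library, so its rise is a lower bound, at least 93.1-fold.

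The course between D4 and D6 differed among the genes. *Lhx3* (ENSMUSG00000026934, chromosome 2: 26200212-26208289) peaked at D5 with 23.3 FPKM (SD 4.81) and fell to 3.24 FPKM (SD 0.528) at D6. The fall was a log2 fold change of -2.74 (SE 0.357, edgeR adjusted p 7.1e-05; leave-one-out range -2.90 to -2.55). Between D5 and D6 no change was detected for *Mnx1* (edgeR adjusted p 0.425) or *Robo2* (edgeR adjusted p 0.984), whose D6 to D4 log2 fold changes were 2.56 and 2.41.

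**Figure D1:**
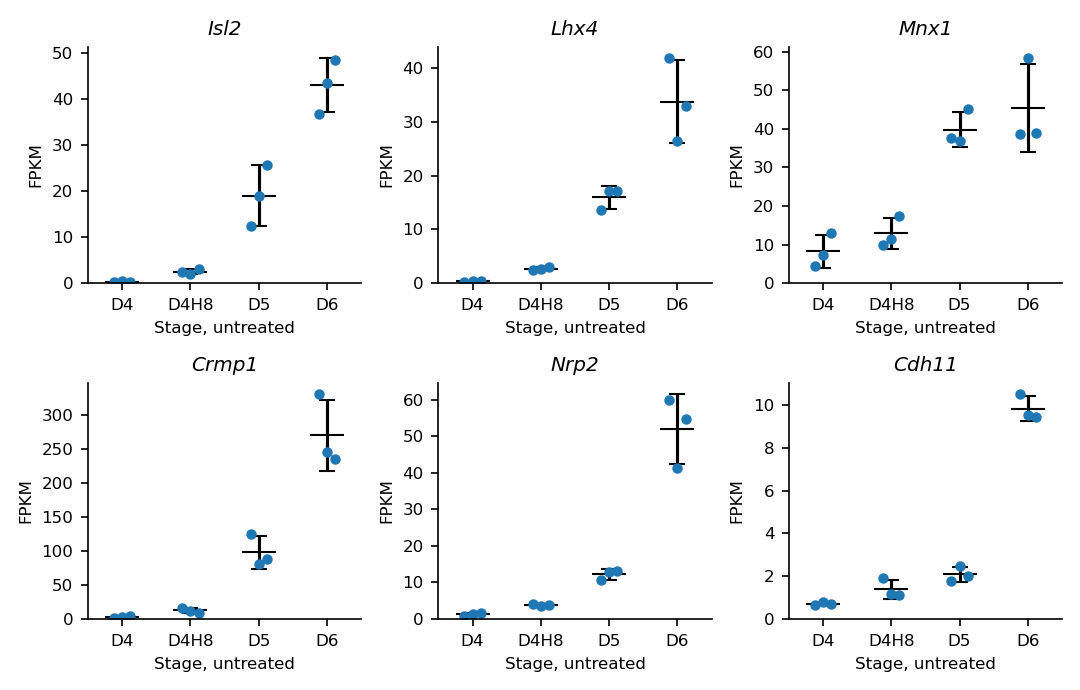
FPKM (y axis) of *Isl2*, *Lhx4*, *Mnx1*, *Crmp1*, *Nrp2* and *Cdh11* at the untreated stages D4, D4H8, D5 and D6 (x axis). Each point is one biological replicate, and the horizontal line and bars are the mean and SD of 3 replicates. *Isl2* rose from a mean of 0.283 FPKM at D4 to 43.1 FPKM at D6.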

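Taken as groups in the untreated libraries, the 7 early genes had a median log2 fold change of 0.12 from D4 to D4H8. It was -1.20 from D4H8 to D5 and -0.62 from D5 to D6. The 13 later genes had medians of 1.55, 1.83 and 1.29 over the same steps. From the fall of the early targets and the rise of the later ones, the paper concludes that most Kdm6b target genes are regulated in a stage-specific way, tied to successive phases of motor neuron differentiation.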

Compared to stage-specific target genes, common Kdm6b target genes displayed higher average expression levels (Log_2_FPKM: 3.58 for common target genes vs. 2.80, 2.78, 2.71, and 2.53 for D4-Com, D4H8-Com, D5-Com and D6-Com targets, respectively) (Fig. EV4E), echoing constitutive binding of Kdm6b throughout differentiation. 

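The expression level was compared between genes on both of the D4 and D4H8 target lists and genes on only 1 of them. This comparison stands apart from that of common with -Com targets, which were not analysed here. The 1734 genes on both lists had a mean log2(FPKM + 1) of 3.47 (SD 0.0716 over the 12 untreated libraries), and the 5241 genes on 1 list had 2.77 (SD 0.0627). The difference was 0.70 (SD 0.0458), with the higher mean for the shared genes in 12 of 12 libraries. A pseudocount of 0.1 moved the difference most, to 0.95.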

Notably, a fraction of key MN genes (e.g., *Pbx3* in Fig. EV2A and *Prox1* in Fig. EV4F) were subject to dual regulation through both common and stage-specific binding sites. 

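*Prox1* and *Pbx3* followed different courses over the untreated stages, tested on the counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Prox1* (ENSMUSG00000010175, GRCm38 chromosome 1: 190118035-190170714) averaged 3.31 FPKM (SD 0.199, n = 3) at D4, 8.16 (SD 1.69) at D4H8, 10.3 (SD 0.469) at D5 and 5.74 (SD 0.535) at D6. It rose from D4 to D4H8 by a log2 fold change of 1.26 (SE 0.150, edgeR adjusted p 1.6e-04; leave-one-out range 1.05 to 1.37). From D5 to D6 it changed by -0.73 (SE 0.148, edgeR adjusted p 0.002; leave-one-out range -0.78 to -0.64). The step from D4H8 to D5 had an edgeR adjusted p of 0.113.

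*Pbx3* (ENSMUSG00000038718, chromosome 2: 34171457-34373142) averaged 6.99 FPKM (SD 0.740) at D4, 8.09 (SD 0.680) at D4H8, 18.5 (SD 2.05) at D5 and 38.4 (SD 4.35) at D6. Its log2 fold change was 1.20 (SE 0.149, edgeR adjusted p 4.5e-05) from D4H8 to D5 and 1.16 (SE 0.148, edgeR adjusted p 5.8e-05) from D5 to D6. No change was detected from D4 to D4H8 (edgeR adjusted p 0.652).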

Interestingly, their expression levels were well correlated with respective binding patterns (Fig. EV4G), unveiling the utilization of multiple binding modalities for exquisite expression control.

To further functionally interrogate the role of Kdm6 in regulating its target gene expression, GSKJ4 was employed to specifically inhibit Kdm6b enzyme activity at specific timepoints. 

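Libraries treated with GSKJ4, 3 biological replicates at each of D4H8, D5 and D6, were compared with the untreated libraries of the same stage. By the authors' account the inhibitor was added a day before collection, library preparation and counting were as for the untreated libraries, and differential expression was tested with DESeq2. Reads counted on genes ranged from 15714030 to 17131522 in the treated D4H8 libraries (median 16804286). They ranged from 15705324 to 18798740 in the treated D5 libraries (median 16057682) and from 15099293 to 16672295 in the treated D6 libraries (median 16238435).

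For each stage the counts of 6 libraries, 3 treated and 3 untreated, were fitted in edgeR with TMM scaling and the filterByExpr filter and without a term for the replicate number. The fits tested 16269 genes at D4H8, 16309 at D5 and 16301 at D6, with a biological coefficient of variation of 0.273, 0.316 and 0.217. Genes were counted at an adjusted p under 0.05, the rule in the methods, and also at an unadjusted p under 0.05, the rule in the legend of Fig. 4. Choices that could change the numbers were the tool, the filter, the estimate of the dispersion and the use of the replicate number as a block.

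At D6 the libraries of the same replicate number deviated together from their group means, so values with a replicate block are given beside D6 results where they change a call. Replicate 2 of the treated D5 group had 39381 genes at 0 counts, against 29339 to 32805 in the other 20 libraries. Without this library, 385 instead of 390 genes were lower at D5 at an unadjusted p under 0.05, and 165 instead of 259 genes of Dataset EV4.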

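At D4H8, 1795 of the 16269 tested genes were lower with GSKJ4 at an unadjusted p under 0.05. Of these, 845 (47.1%) were on the D4H8 Kdm6b target list, against 36.2% of all tested genes, an odds ratio of 1.66 (Fisher's exact test, two-sided p 2.4e-23). That p counts genes as independent, which they are not. Of 10000 random lists matched on mean expression, 0 reached 845 lowered genes (mean 731, largest 805). Among genes raised by GSKJ4 the odds ratio of the target list was 0.748 (Fisher's exact test, two-sided p 1.4e-09). Across replicates, limma's fry test asked whether the whole target list moved, not whether it fell more than other genes. The fry test gave the direction down with a p of 0.0905, at a median log2 fold change of -0.031. The p was 0.0321 with a replicate block and 0.00302 with upper-quartile scaling, and 0.0656 to 0.132 in the other settings run. DESeq2 moved the odds ratio among lowered genes most, to 3.45, over a background of 31166 genes. It also put the odds ratio among raised genes at 1.56, a reversed direction, although all 10000 matched lists held more raised genes than the target list did. The target lists of D5 and D6 were not tested.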

RNA-seq analysis of genes downregulated upon GSKJ4 treatment at each stage revealed a substantial enrichment of Kdm6b target genes, confirming the on-target effect of this Kdm6b inhibitor (Fig. 4A). 

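Over all tested genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 343 genes raised and 301 lowered by GSKJ4 at D4H8 at an adjusted p under 0.05. At D5 it gave 1 raised gene, *Trim66*, and 0 lowered, and at D6 it gave 0 of either. At an unadjusted p under 0.05 there were 2290 raised genes at D4H8, 377 raised at D5, and 88 raised and 134 lowered at D6. Treated and untreated libraries did not overlap in CPM for 5400 genes at D4H8 (33.2%), 1901 at D5 (11.7%) and 843 at D6 (5.17%). Chance alone gives 10% only where all libraries vary independently. At D6 same-numbered libraries deviated together, so the D6 share cannot be read against 10%.

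The D4H8 count depended on the setting and on single libraries. It moved most with a local fit of the dispersion trend in DESeq2, a setting chosen after the values were seen, to 3229 genes. The log2 fold changes and standard errors of this fit at D4H8 differed from the study's by at most 5e-06. The count was 1965 genes with DESeq2's default fit, and 43 without untreated D4H8 replicate 1. At D6 a replicate block gave 257 genes at an adjusted p under 0.05, of which 48 were raised and 209 lowered.

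On the D4H8 target list, 5896 genes were tested and 1547 had an unadjusted p under 0.05. An adjusted p under 0.05 was reached by 272 target genes when adjusted over all tested genes and by 343 when adjusted over the list alone. The list comes from the study's binding data and not from these libraries. Without untreated D4H8 replicate 1, a separate fit gave 29 target genes with an adjusted p under 0.05.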

When focusing on Kdm6b target genes, we identified 1986, 776, and 169 DEGs significantly transcriptionally altered by GSKJ4 treatment at D4H8, D5 and D6 respectively (Fig. 4B). Importantly, a majority of DEGs were downregulated (54.8% at D4H8, 59.9% at D5 and 75.1% at D6) (Fig. 4B), including key MN developmental genes such as *Olig2* and *Neurog1* at D4H8, *Isl1* and *Mnx1* at D5, *Cdh11* and *Cux2* at D6. 

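Of the D4H8 target genes altered at an unadjusted p under 0.05, 702 were raised and 54.6% were lowered (Wilson 95% interval 52.1% to 57.1%, which covers counting error only). Leaving out one library at a time gave 52.5% to 60.3%.

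At D4H8, *Olig2* dropped from 252 CPM (SD 73.5, n = 3) in untreated to 16.6 CPM (SD 10.5) in treated libraries, a log2 fold change of -3.91 (SE 0.514) with an adjusted p of 0.0103 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With any one library left out it stayed between -4.34 and -3.48. *Neurog1* went from 83.8 CPM (SD 39.3) to 6.15 CPM (SD 5.98), a log2 fold change of -3.75 (SE 0.663, edgeR adjusted p 0.0246; leave-one-out range -4.85 to -3.28).

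At D5, *Isl1* went from 332 CPM (SD 31.1) to 203 CPM (SD 36.9), a log2 fold change of -0.70 (SE 0.163, edgeR adjusted p 0.54; leave-one-out range -0.85 to -0.60). Its adjusted p was 0.0319 with DESeq2 and ranged from 0.0231 to 0.999 over the alternatives. *Mnx1* (ENSMUSG00000001566, GRCm38 chromosome 5: 29473034-29478470) went from 88.6 CPM (SD 8.85) to 57.8 CPM (SD 14.9), a log2 fold change of -0.61 (SE 0.198, edgeR adjusted p 0.976). Their unadjusted p values in edgeR were 0.00164 and 0.0117.

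At D6, *Cdh11* (ENSMUSG00000031673, chromosome 8: 102632095-102785642) went from 91.2 CPM (SD 10.6) to 53.5 CPM (SD 10.8), a log2 fold change of -0.76 (SE 0.155, edgeR adjusted p 1; leave-one-out range -0.87 to -0.61). *Cux2* (ENSMUSG00000042589, chromosome 5: 121856366-122050102) went from 82.4 CPM (SD 15.8) to 64.3 CPM (SD 14.6), a log2 fold change of -0.34 (SE 0.183, edgeR adjusted p 1), and its treated and untreated libraries overlapped. With a replicate block in edgeR the adjusted p was 2.2e-06 for *Cdh11* and 0.00159 for *Cux2*, each the lowest of its alternatives, and the highest was 1 for both. For the other 4 comparisons all treated libraries lay below all untreated ones.

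**Figure D2:**
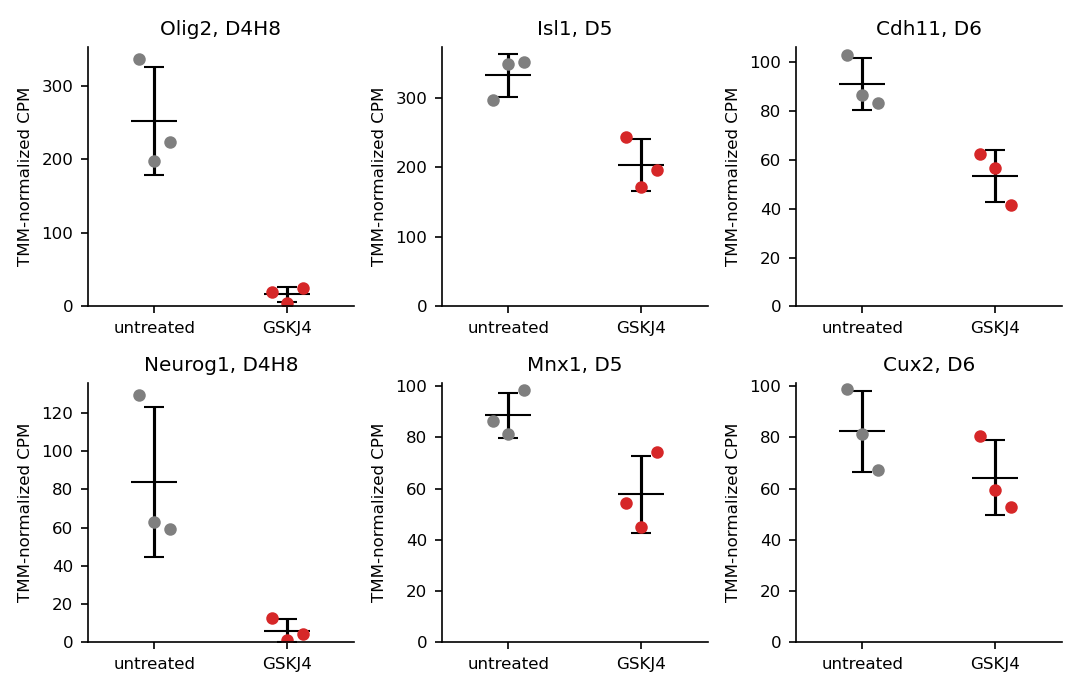
TMM-normalized CPM (y axis) of *Olig2* and *Neurog1* at D4H8, *Isl1* and *Mnx1* at D5, and *Cdh11* and *Cux2* at D6, in untreated and GSKJ4-treated libraries (x axis). Points are biological replicates, and lines and bars are the mean and SD of 3. *Cux2* is the panel in which the groups overlap.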

Strikingly, these downregulated genes were directly implicated in stepwise MN development and differentiation (Appendix Fig. S2). Additionally, GSKJ4 treatment significantly reduced the number of cells transitioning to the next developmental stage D5 nbMN from D4 pMN (Fig. 4C,D). To identify how histone modifications are remodeled by GSKJ4 to regulate gene downregulation, Cut&Tag-seq was employed to investigate chromatin landscapes within D5 nbMNs. The result showed that GSKJ4 treatment resulted in increased levels of H3K27me3 at 465 Kdm6b target genes, whereas no such increase was observed at 353 non-Kdm6b target loci (Fig. 4E). These findings further support the role of GSKJ4 as a specific inhibitor of Kdm6b demethylase activity and suggest an indirect effect on non-target genes. Notably, GSKJ4 dramatically reduced H3K4me1 levels, although it had a minimal effect on H3K27ac (Fig. 4E), contrasting with the decreased H3K27ac observed upon natural Kdm6b dissociation (Fig. 3B). This further suggests that the role of Kdm6b in coordinating histone modifications is partially inhibited by GSKJ4.

**Figure 4:**
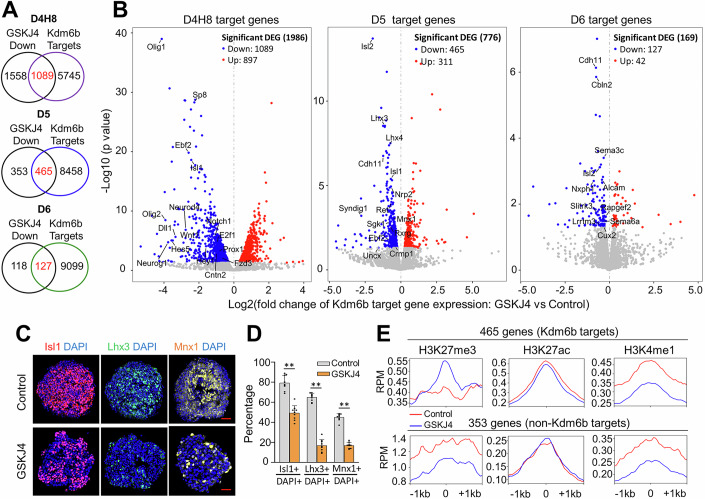
Inhibiting Kdm6b impairs the temporally ordered expression of developmental MN genes. (**A**) Comparison of Kdm6b target genes with downregulated genes by GSKJ4 treatment at the indicated stages. The number of common genes is marked in red. (**B**) Volcano plots displaying significant DEGs (*p* value <0.05) upon GSKJ4 treatment relative to control at the indicated stages. Blue dots: downregulated DEGs (log_2_FC <0, *p* < 0.05), with representative genes shown; red dots: upregulated DEGs (log_2_FC >0, *p* < 0.05). *P* value was determined by Wilcox rank-sum test. (**C**, **D**) Immunostaining of Isl1, Lhx3, and Mnx1 within D5 nbMNs treated with GSKJ5 for one day (**C**) and quantification of immunostaining results (**D**). The data shows the percentage of positive cells relative to all DAPI cells, plotted as mean ± SD. At least eight neurospheres were unbiasedly selected for quantification from one representative experiment. **p < 0.01 (one-way ANOVA test; from left to right: 1.8e-7, 1.0e-12, and 4.1e-12). Scale bars: 50 μm. (**E**) Enrichment of H3K27me3, H3K27ac, and H3K4me1 within D5 nbMNs treated with GSKJ4 treatment (blue line) relative to control (red line) at 465 Kdm6b target genes and 353 non-Kdm6b target genes, as shown in (**A**). RPM indicates enrichment intensity. Source data are available online for this figure.

Collectively, these findings demonstrate that Kdm6b directs the sequential activation of temporally regulated genes, thus enabling stepwise MN differentiation.

### Kdm6b sequentially associates with stage-specific transcription factors

As an epigenetic cofactor, Kdm6b interacts with TFs to regulate gene expression. To identify potential TFs recruiting Kdm6b to its genomic loci, we performed TF motif enrichment analyses. Analysis of common peaks revealed enrichment for motifs corresponding to TFs such as Krüppel-like factors (Klfs), specificity proteins (Sps), NFY, E26 transformation-specific (ETS) factors and YY1 (Fig. 5A; Dataset EV1). To experimentally identify Kdm6b-associated TFs, we performed Kdm6b immunoprecipitation coupled with mass spectrometry (IP-MS) in stage-specific MNs. Notably, while top predicted Klfs and Sps were not consistently detected, ETV6 (an ETS factor) and YY1 were found to associate with Kdm6b across differentiation stages (Fig. 5B). Furthermore, co-immunoprecipitation (co-IP) with overexpression experiments confirmed that ETV6 and YY1, but not Klf6, Sp1, Sp3, or NFYa, interacted with Kdm6b (Figs. 5C and EV5A). These findings unravel that ETV6 and YY1 are constitutively associated with Kdm6b throughout MN differentiation, potentially regulating fundamental cellular processes as suggested by GO analysis (Fig. EV2F) and previous reports (Latorre et al, 2019; Zurkirchen et al, 2019). In contrast to common peaks, stage-specific peaks presented distinct TF motif enrichment at each developmental stage. At D4 and D4H8, Sox family TF motifs were highly ranked (Fig. 5A and Dataset EV1). Sox2 was also identified in the IP-MS dataset at D4H8 (Fig. 5B), supporting its role as a key Kdm6b-associating TF within pMNs. Interestingly, motif analysis and IP-MS at D4H8 also identified Olig2 as an associated TF (Fig. 5A,B; Dataset EV1), implying their coordination in pMN identity specification. Within D5 nbMNs, both motif enrichment and IP-MS results indicated that Isl1 and Lhx3 associated with Kdm6b (Fig. 5A,B; Dataset EV1), corroborating our previous finding (Wang et al, 2022). Within D6 HMC mMNs, motif analysis identified Onecut1/2 and Cux1/2 as the top-ranked TFs, and IP-MS confirmed their robust association with Kdm6b (Fig. 5A,B; Dataset EV1). However, within MMC cells, Onecut1/2 and Cux1/2 motifs were much lower-ranked (Dataset EV1, Onecut1 ranked #38 and others lower), suggesting Kdm6b preferentially associated with distinct TF sets in different mMN subtypes. At D6, both motif analysis and IP-MS also identified Isl1 and Lhx3 as Kdm6b-associating TFs (Fig. 5A,B; Dataset EV1), consistent with sustained high Isl1 expression and residual low Lhx3 level in the in vitro MN differentiation system (Fig. 1B). To further validate these interactions, we performed co-IP following overexpression of Sox2, Olig2, Onecut1/2, and Cux1/2 with Kdm6b. These experiments confirmed Kdm6b association with each of these TFs (Fig. 5C). Of particular note, co-IP also revealed that Ngn2 and Neurod1 associated with Kdm6b while Nkx6-1 and Tcf4 did not (Figs. 5C and EV5A). Ngn2 and Neurod1 motifs were found highly enriched within both D4H8 and D5 peaks (Fig. 5A; Dataset EV1), although these two TFs were not detected in IP-MS. Additionally, co-IP results indicated that Kdm6b utilized different domains to interact with distinct developmental TFs (Fig. 5D), hinting at its structural and functional diversity in regulating MN development. Furthermore, constitutively (YY1 and ETV6) and stage-specifically (Sox2, Olig2, Ngn2, Neurod1, Isl1, Lhx3, Onecut1/2, and Cux1/2) associating TFs essentially coordinated their expression profiles with temporal partnerships with Kdm6b (Fig. EV5B).

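Expression of these factors over the untreated stages was tested on the counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Kdm6b* itself (ENSMUSG00000018476, GRCm38 chromosome 11: 69398508-69413675) averaged 17.5 FPKM (SD 4.41, n = 3) at D4, 24.6 (SD 1.26) at D4H8, 32.9 (SD 3.47) at D5 and 40.1 (SD 5.65) at D6. Its log2 fold change from D4 to D6 was 1.28 (SE 0.156, edgeR adjusted p 7.2e-06; leave-one-out range 1.12 to 1.40). No single step between neighbouring stages reached an edgeR adjusted p under 0.05 for *Kdm6b*.

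No change from D4 to D6 was detected for *Yy1* (21.35 to 22.99 FPKM, edgeR adjusted p 0.207), *Etv6* (7.05 to 4.99 FPKM, edgeR adjusted p 0.0542) or *Cux1* (4.08 to 4.34 FPKM, edgeR adjusted p 0.35). For *Etv6*, 6 of 16 alternatives put the adjusted p under 0.05 (range 0.0134 to 0.168). *Sox2* fell from 66.1 FPKM (SD 18.3) at D4 to 17.9 FPKM (SD 8.37) at D6, a log2 fold change of -1.82 (SE 0.330, edgeR adjusted p 2.6e-04). *Neurog2*, the gene of Ngn2, peaked at D4H8 with 44.4 FPKM (SD 3.58) and stood at 1.91 FPKM (SD 0.222) at D6. *Neurod1* was highest at D5 with 24.1 FPKM (SD 5.04), against 18.8 (SD 6.76) at D4H8, a step not past the threshold (edgeR adjusted p 0.303).

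*Onecut1*, *Onecut2* and *Cux2* were highest at D6, at 17.5 (SD 3.38), 28.5 (SD 8.35) and 7.83 FPKM (SD 1.09). The D4 to D6 log2 fold change was 4.52 for *Onecut1* (SE 0.256, edgeR adjusted p 3.9e-09) and 5.85 for *Onecut2* (SE 0.359, edgeR adjusted p 8.3e-09).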

**Figure 5:**
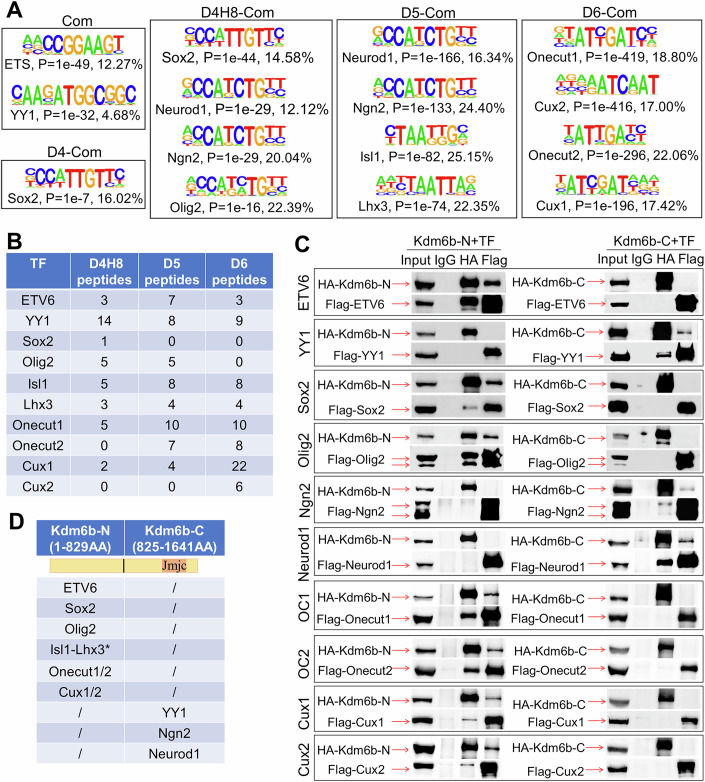
Kdm6b stage-specifically partners with developmental TFs throughout MN development. (**A**) Motif enrichment analyses of common (Com) and stage-specific Kdm6b binding peaks (D4-Com, D4H8-Com, D5-Com, and D6-Com). *P* value and % of target sequences with each motif are shown, respectively. (**B**) Kdm6b-interacting transcription factors identified by IP-MS at the indicated stages. The peptide number, corresponding to each TF, was identified from a single experiment (*n* = 1). (**C**) Co-IP assays with IgG, HA and Flag antibodies within HEK293 cells transfected with HA-Kdm6b-N or C terminus and Flag-TFs, followed by western blotting. (**D**) Distinct domains of Kdm6b associating with different sets of TFs, based on (**C**) and previous findings (asterisk). Source data are available online for this figure.

**Figure EV5:**
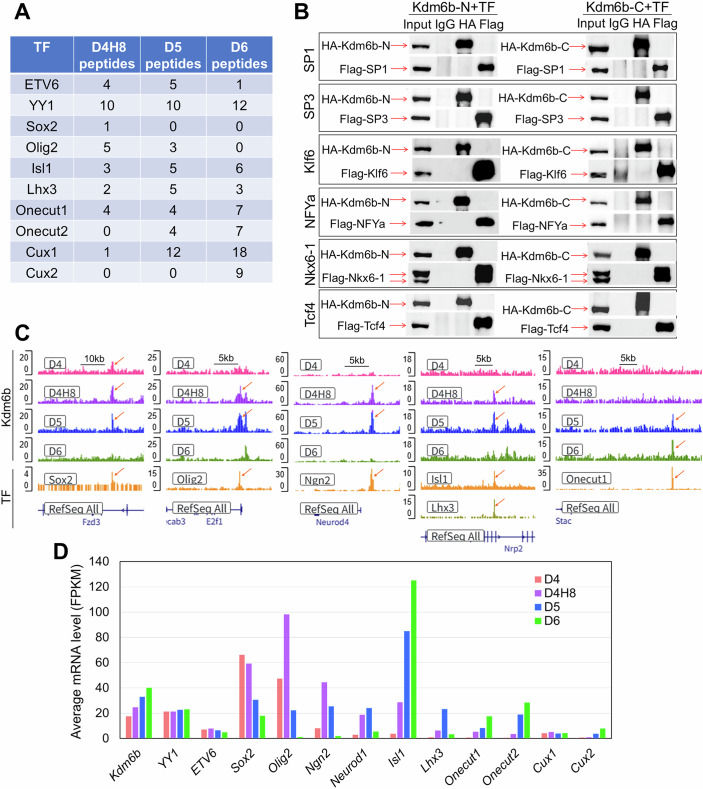
Kdm6b associates with temporal TFs throughout MN development, related to Fig. 5. (**A**) Kdm6b-interacting transcription factors identified by IP-MS at the indicated stages. The peptide number, corresponding to each TF, was identified from the second experiment (*n* = 1). (**B**) Co-IP assays with IgG, HA and Flag antibodies within HEK293 cells transfected with HA-Kdm6b-N or C terminus and Flag-TFs, followed by western blotting. The results indicated no interaction between HA-Kdm6b-N or C terminus and tested Flag-TFs. (**C**) Genome browser tracks exhibiting co-enrichment of Kdm6b and developmental TFs at representative genomic loci. (**D**) Average mRNA levels of *Kdm6b* and developmental TFs from RNA-seq datasets at each differentiation stage (*n* = 3 biological replicates). FPKM is used to indicate relative gene expression from different samples.

To further illuminate genome-wide co-occupancy profiles of Kdm6b and developmental TFs, we mapped their overlapping binding across genomic loci. Cut&Run-seq of Neurod1 in D5 nbMNs revealed that 1060 out of 1322 Neurod1 binding peaks (80.2%) overlapped with Kdm6b peaks, strongly supporting their co-recruitment (Fig. 6A,B). Likewise, Cut&Run-seq of Cux1/2 at D6 identified 4244 peaks co-bound by Cux1/2 and Kdm6b (Fig. 6A,B). Concomitantly, we analyzed published ChIP-seq datasets: Sox2 in neural progenitors (Bergsland et al, 2011), Olig2 in pMNs (Mazzoni et al, 2011), Ngn2 in pnMNs and Isl1-Lhx3 in nbMNs (Velasco et al, 2017), and Onecut1 in mMNs (Rhee et al, 2016). The overlapping analyses identified 346, 3902, 1216, 1317, and 6330 peaks co-enriched by Sox2, Olig2, Ngn2, Isl1-Lhx3 and Onecut1 with Kdm6b, respectively (Figs. 6B and EV3C). The genes associated with co-enriched and non-co-enriched sites between Kdm6b and TFs are involved in distinct biological processes, suggesting specific roles of Kdm6b-TF partnerships in regulating MN development (Dataset EV2). Moreover, knockdown of Olig2 remarkably attenuated Kdm6b recruitment on the co-targets by Kdm6b and Olig2 (Fig. 6C,D), demonstrating the Kdm6b binding is dependent on the presence of its associating TFs. Together, these results suggest that Kdm6b binding specificity is dictated by its interaction with stage-specific TFs, which in turn facilitates the precise temporal regulation of MN differentiation (Fig. 6B).

**Figure 6:**
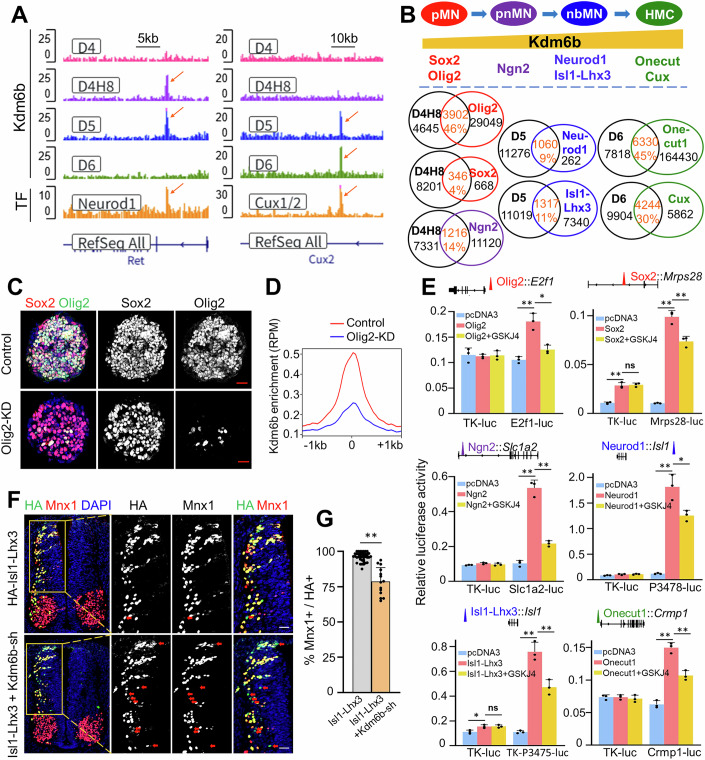
Kdm6b is essential for transcriptionally regulating its co-target genes with temporally associated TFs. (**A**) Genome browser tracks showing co-enrichment of Kdm6b and Neurod1 or Cux1 at representative genomic loci. (**B**) Schematic illustrating Kdm6b association with stage-specific TFs across MN differentiation and their extensive co-occupancy at shared sites (central overlapping regions; Kdm6b in black font, TF in colored font). Numbers indicate binding sites, and percentages represent the proportion of overlapping sites relative to total Kdm6b binding sites at the indicated stages. (**C**) Olig2 and Sox2 immunostaining within control and Olig2 knockdown (KD) cells at D4H8. Scale bars: 50 μm. (**D**) Kdm6b enrichment within control and Olig2 knockdown (KD) cells at D4H8. RPM indicates enrichment intensity. (**E**) Luciferase reporter assays showing TF-induced activation of their respective sites co-bound by Kdm6b. GSKJ4 partially attenuated this activation. Olig2::*E2f1* indicates the Olig2 binding sites (colored peak) within the *E2f1* locus, and the same principle applies to others. Representative data were presented as mean ± SD. *P* value was determined by one-way ANOVA test (*n* = 3 technical replicates). ns nonsignificant; *p < 0.05; **p < 0.01 (significant *p* values from left to right for Olig2: 0.008, 0.01; for Sox2: 0.005, 0.002, 0.007; for Ngn2: 0.001, 0.003; for Neurod1: 0.007, 0.04; for Isl1-Lhx3: 0.02, 0.004, 0.008; for Onecut1: 0.0002, 0.002). (**F**, **G**) Immunostaining of HA and Mnx1 in chicken spinal cords electroporated with HA-Isl1-Lhx3 or HA-Isl1-Lhx3 + Kdm6b-shRNA (**F**) and quantification of immunostaining results (**G**). At least three embryos and three slices per embryo were used for quantification. Data were presented as mean ± SD. **p < 0.01 (6e-14, one-way ANOVA test). Source data are available online for this figure.

### Kdm6b is essential for TF-mediated temporal transcriptional regulation

Since temporal TFs direct Kdm6b recruitment on the genome, we wonder if target genes by TFs are regulated by Kdm6b. Indeed, we found that many of DEGs downregulated by GSKJ4 treatment were co-targets of Kdm6b and its temporally associating TFs (Fig. 4B). 

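The study's lists of Kdm6b target genes lowered by GSKJ4 were chosen on these same libraries, so the counts below are not independent evidence. All genes of the lists that were tested had a log2 fold change below 0, with medians of -0.69 over 1066 genes at D4H8, -0.50 over 457 at D5 and -0.53 over 116 at D6. An unadjusted p under 0.05 in edgeR was reached by 806, 259 and 68 of them. At an adjusted p under 0.05 over all tested genes the counts were 165, 0 and 0, and adjusted over the list alone they were 672, 46 and 0. DESeq2 gave 419, 32 and 0 over all tested genes and 743, 127 and 19 over the list alone. Leaving out one library gave 28 to 356 at D4H8 over all tested genes. Over the list alone it gave 150 to 769 at D4H8, 12 to 129 at D5 and 0 to 6 at D6. Both D4H8 counts were lowest without untreated replicate 1. With a replicate block all 116 genes at D6 had an unadjusted p under 0.05, 75 of them with an adjusted p under 0.05 over all tested genes. In one fit over all 21 libraries, 14 of the D6 genes had an unadjusted p under 0.05.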

At D4H8, among 1089 downregulated DEGs, 602 genes (e.g., *Olig1/2*, *E2f1*, *Hes5*, and *Prox1*) were co-targets of Kdm6b and Olig2, 57 genes (e.g., *Olig2*, *Wnt1*, *Fzd3*, and *Notch1*) were co-targets of Kdm6b and Sox2, and 205 genes (e.g., *Neurog1*, *Neurod4*, *Ebf2*, *Isl1*, and *Mnx1*) were co-targets of Kdm6b and Ngn2 (Dataset EV3). These downregulated co-targets were centrally involved in early MN development, including Wnt/Notch signaling, cell proliferation and cell cycle transition, epithelial tube morphogenesis, pattern specification, regionalization, neurogenesis and axonogenesis (Appendix Fig. S3A–C). Similarly, among 465 downregulated DEGs at D5, 61 genes (e.g., *Isl1*, *Lhx3*, *Mnx1*, *Ebf2*, *Sgk1*, and *Ret*) were co-targets of Kdm6b and Neurod1, and 81 genes (e.g., *Isl1/2*, *Lhx4*, *Mnx1*, *Ebf2*, *Nrp2*, *Uncx*, *Crmp1*, *Cdh11*, and *Rxrg*) were co-targets of Kdm6b and Isl1-Lhx3 complex (Dataset EV4). These co-targets were mainly associated with pattern specification, regionalization, cell fate commitment, spinal cord development, neurogenesis, axonogenesis, axon guidance, neuron projection and developmental growth (Appendix Fig. S3D, E). Furthermore, among 127 downregulated DEGs at D6, 86 genes (e.g., *Isl2*, *Cdh11*, *Cux2*, *Cbln2*, *Lrrtm3*, *Slitrk3*, *Rapgef2*, and *Sema6a*) were identified as co-targets of Kdm6b and Onecut1, and 42 genes (e.g., *Cdh11*, *Cux2*, *Rapgef2*, *Cbln2*, *Alcam*, *Nxph1*, and *Sema3c*) as co-targets of Kdm6b and Cux1/2 (Dataset EV5). These downregulated co-targets within mMNs were highly enriched in MN maturation processes, including cell junction, synapse organization and assembly, axonogenesis and axon guidance and dendrite development (Appendix Fig. S3F,G). 

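The lists of lowered co-targets were selected by the study on these libraries and are not independent evidence. At D4H8, the 53 tested genes shared with Sox2 had a median log2 fold change of -1.08 (SD 0.417 between treated libraries), the 585 shared with Olig2 had -0.72 (SD 0.267) and the 198 shared with Ngn2 had -0.88 (SD 0.341). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 20, 117 and 49 of them had an adjusted p under 0.05 over all tested genes. Adjusted over the list alone, 46, 393 and 147 did. Left without untreated D4H8 replicate 1, the counts over all tested genes were 5, 22 and 7, and over the list alone 29, 131 and 74.

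All 13 genes named as examples had lower treated means, and 9 of them had an adjusted p under 0.05. *Olig1* (ENSMUSG00000046160, GRCm38 chromosome 16: 91269772-91271933) went from 46.9 CPM (SD 10.4, n = 3) to 2.66 CPM (SD 1.42), a log2 fold change of -4.12 (SE 0.412, edgeR adjusted p 0.003; leave-one-out range -4.41 to -3.75). *Isl1* changed by -2.44 (SE 0.320, edgeR adjusted p 0.0103; leave-one-out range -2.81 to -2.17), and *Ebf2* by -2.58 (SE 0.310, edgeR adjusted p 0.00758; leave-one-out range -2.80 to -2.27). *E2f1*, *Prox1* and *Fzd3* had edgeR adjusted p values of 0.0607, 0.105 and 0.191. *Mnx1* went from 28.9 CPM (SD 7.57) to 20.1 CPM (SD 9.83), with overlapping libraries, a log2 fold change of -0.51 (SE 0.369, edgeR adjusted p 0.417).

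Among all 5896 tested D4H8 targets, the 206 with a peak shared by Sox2 and Kdm6b had a median log2 fold change of -0.10, against -0.03 for the other 5690. Of 10000 random lists matched on mean expression, 64 ranked as low as these 206 genes. Without treated D4H8 replicate 3, 722 did.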

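At D5, the 60 tested genes shared with Neurod1 had a median log2 fold change of -0.54 (SD 0.150 between treated libraries), and the 79 shared with Isl1-Lhx3 had -0.58 (SD 0.214). Both lists were chosen by the study on these libraries and are not independent evidence. At an unadjusted p under 0.05 there were 39 and 48 lowered genes. At an adjusted p under 0.05 over all tested genes there were 0 in each list, and adjusted over the list alone there were 28 and 23. DESeq2 gave 8 and 9 over all tested genes. Leaving out a library gave as few as 7 (treated replicate 3) and 1 (untreated replicate 2) over the list alone, and 14 and 11 without treated replicate 2.

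Of the 13 genes named as examples, all had lower treated means and 12 had no overlap between treated and untreated libraries. *Isl2* changed most, from 41.0 CPM (SD 13.5, n = 3) to 10.5 CPM (SD 2.34), a log2 fold change of -1.97 (SE 0.285) with an adjusted p of 0.152 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its leave-one-out range was -2.19 to -1.70. *Lhx3*, *Lhx4* and *Cdh11* changed by -1.11, -0.83 and -1.24, with edgeR adjusted p values of 0.276, 0.283 and 0.276.

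DESeq2 put *Isl2* at an adjusted p of 3.9e-08 (range over the alternatives 4.7e-12 to 0.58) and *Lhx3* at 3.7e-04 (range 1.6e-05 to 0.869). It put *Lhx4* at 0.00429 (range 0.00327 to 0.999) and *Cdh11* at 0.00397 (range 0.00397 to 0.999). *Crmp1*, *Ebf2* and *Uncx* had unadjusted p values in edgeR of 0.0908, 0.071 and 0.164.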

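The 79 tested genes shared with Onecut1 at D6 had a median log2 fold change of -0.51 (SD 0.210 between treated libraries), and the 40 shared with Cux1/2 had -0.43 (SD 0.179). The study chose both lists on these libraries, so they are not independent evidence. At an unadjusted p under 0.05 there were 48 and 22 lowered genes, and at an adjusted p under 0.05 over all tested genes there were 0 in each. Adjusted over the list alone there were 4 and 0, with 18 and 6 in DESeq2, 0 and 0 without untreated D6 replicate 1, and 4 and 15 without treated D6 replicate 1. With a replicate block, 53 and 27 had an adjusted p under 0.05 over all tested genes.

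All 11 genes named as examples had lower treated means, with log2 fold changes from -0.88 to -0.22, and for 7 of them the libraries did not overlap. *Cbln2* went from 26.5 CPM (SD 1.53, n = 3) to 15.7 CPM (SD 2.31), a log2 fold change of -0.74 (SE 0.143, leave-one-out range -0.85 to -0.66) with an adjusted p of 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A replicate block in edgeR gave 10 of the 11 genes an adjusted p under 0.05, among them *Cbln2* at 4.0e-04 and *Alcam* at 9.1e-05, each the lowest of its alternatives, with 1 as the highest. *Rapgef2* was the exception at 0.11, in a range of 0.11 to 1. The unadjusted p in edgeR was 0.106 for *Lrrtm3*, 0.0744 for *Slitrk3* and 0.0872 for *Sema6a*.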

Thereby, these findings indicate that Kdm6b is essential for transcriptionally regulating the key developmental genes co-bound by both Kdm6b and temporal TFs.

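Whether the GSKJ4 effect differed between stages was tested over 18 libraries and 18103 genes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the interaction. The effect at D5 differed from that at D4H8 for 45 genes at an adjusted p under 0.05, and 44 of these had the smaller effect at D5. Between D6 and D4H8 it differed for 133 genes, 132 of them with the smaller effect at D6. Between D6 and D5 it differed for 0 genes, with 358 at an unadjusted p under 0.05. *Olig2* was among the genes with a smaller effect later, by a log2 difference of 3.34 (SE 0.632, edgeR adjusted p 0.0265) at D5 against D4H8. *Kdm6b* expression did not change detectably with GSKJ4, with edgeR adjusted p values of 0.545 at D4H8, 0.976 at D5 and 1 at D6. From the lowering by GSKJ4 of genes bound by both Kdm6b and the factors of each stage, the paper concludes that Kdm6b is needed for the regulation of key developmental genes that these factors also bind.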

To assess the functional significance of Kdm6b in gene activation at the binding site level, we cloned genomic fragments co-recruited by Kdm6b and key developmental TFs into luciferase reporter constructs. The results revealed that each TF (Olig2, Sox2, Ngn2, Neurod1, Isl1-Lhx3, and Onecut1) significantly activated its cognate reporter construct (Fig. 6E). Crucially, this activation was significantly attenuated upon GSKJ4 inhibition of endogenous Kdm6b activity, indicating that Kdm6b function was required for full transcriptional activation at these co-bound sites (Fig. 6E). In parallel, in vivo electroporation of Isl1-Lhx3 complex into developing chicken spinal cords resulted in activation of its target gene *Mnx1*, while this induction was weakened by Kdm6b knockdown (Fig. 6F,G). Together, these findings support a model in which Kdm6b acts with temporal TFs to precisely regulate their co-targeted MN genes and drive differentiation.

## Discussion

Histone modifications establish a sophisticated layer of epigenetic regulatory network by modulating chromatin structure and function, and play indispensable roles in cell development and differentiation (Morgan and Shilatifard, 2020; Podobinska et al, 2017; Yagi et al, 2025). These processes entail spatiotemporal precision to safeguard cell fate commitment and against developmental abnormalities. This study elucidates the dynamic epigenetic coordination by which the histone demethylase Kdm6b governs stepwise MN differentiation. By integrating genome-wide binding profiling, histone modification mapping, functional perturbation and TF cooperativity analysis, we demonstrate that Kdm6b acts as a master epigenetic conductor, coordinating with stage-specific developmental TFs and chromatin modifications to ensure precise gene activation and MN development progression (Fig. 7). Our findings resolve a longstanding question about how an epigenetic regulator achieves temporal precision in directing cellular differentiation and offer three transformative insights into MN development.

**Figure 7:**
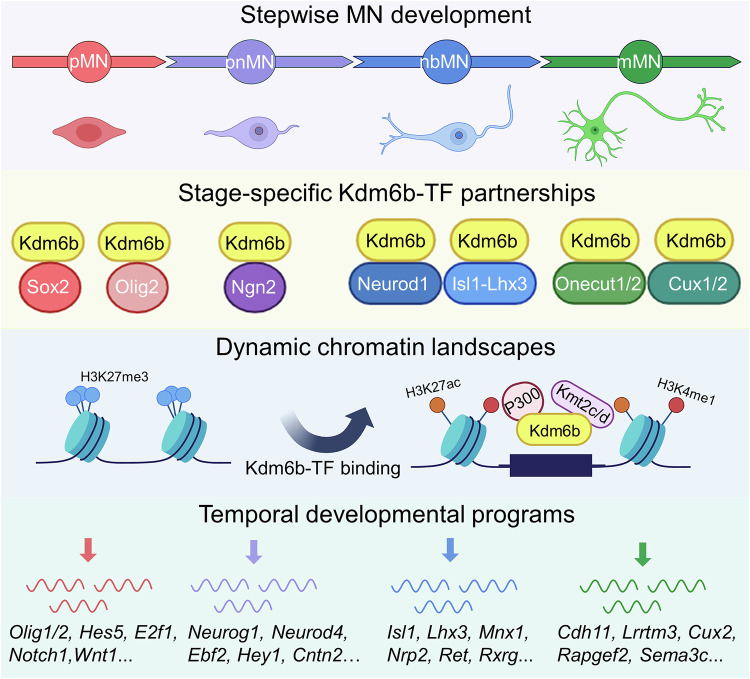
Schematic representation of Kdm6b as an epigenetic regulator to coordinate stepwise MN development. By sequentially partnering with stage-specific TFs and dynamically remodeling chromatin landscapes, Kdm6b precisely regulates temporal MN gene expression. The model was created with BioRender.com.

First, Kdm6b-TF partnerships define stage-specific regulatory logic. Kdm6b does not operate in isolation but sequentially forms stage-specific complexes with key developmental TFs: Sox2/Olig2 in proliferating pMNs, Ngn2 in lineage-committing pnMNs, Neurod1 and Isl1-Lhx3 in post-mitotic nbMNs, Onecut1/2 and Cux1/2 in subtype-specifying mMNs. This epigenetic partnering explains how Kdm6b achieves locus selectivity as TFs direct its recruitment to distinct genomic sites, enabling stage-appropriate gene activation. The co-target genes were sequentially associated with stepwise MN development, progressively aligning with the driving roles of stage-specific TFs. Crucially, disruption of these partnerships (e.g., Kdm6b inhibition or knockdown) ablated target gene expression, confirming their functional necessity. This TF-cofactor collaboration represents a fundamental mechanism for canalizing temporally precise epigenetic regulation toward unidirectional cell lineage commitment and stepwise differentiation.

Within this framework, several aspects merit additional attention. We designated proneural TF Ngn2-expressing MNs as pnMNs to distinguish this transient stage, accentuating its significance in MN development (Lee et al, 2005; Velasco et al, 2017). As Ngn2 is immediately downregulated in post-mitotic MNs, the expression of another proneural TF, Neurod1, peaks in nbMNs but decreases in mMNs, making it an ideal marker for nbMNs. The sequential roles of proneural TFs Ngn2 and Neurod1 reveal a transcriptional cascade propelling neurogenesis from pMN to pnMN and nbMN. This transiency likely contributes to the weak and instantaneous nature of their interactions with Kdm6b, potentially explaining their absence in IP-MS due to its limitation (Dunham et al, 2012). However, their interactions were confirmed upon robust overexpression and by extensive genomic co-occupancy. Additionally, we identified the association between Kdm6b and Cux1/2, with their co-target genes extensively implicated in MN differentiation and maturation, further broadening knowledge beyond previous reports on neuronal function of Cux1/2 (Cubelos et al, 2010; Weiss and Nieto, 2019). Notably, Kdm6b also constitutively associated with YY1 and ETV6 at all stages, indicating multilayered regulatory partnerships, while their co-targets and functional significance require future investigation. Furthermore, this histone modifier-TF partnerships within spatially distinct mMN subtypes, such as LMC and PGC, necessitate further exploration.

Second, Kdm6b remodels histone modification dynamics with a tripartite Code. The combinatorial landscape of histone modifications orchestrates spatially defined chromatin topologies and diversifies transcriptional outcomes. This study reveals Kdm6b recruitment coordinates a histone modification cascade: localized H3K27me3 reduction is accompanied by rapid H3K27ac deposition and H3K4me1 enrichment (H3K27me3↓/H3K27ac↑/H3K4me1 ↑ ). This chromatin configuration establishes an activation-permissive state for timed gene transcription. The stage-specific removal of H3K27me3 triggered by Kdm6b occupancy also provides an alternative mechanism underlying sequential unfolding of epigenetic barriers set for neuronal maturation (Ciceri et al, 2024). Conversely, Kdm6b dissociation coincides with a decrease of H3K27ac/H3K4me1 and restoration of H3K27me3, albeit some delay (H3K27me3↑/H3K27ac↓/H3K4me1↓), thus establishing a repressive state for timely gene silencing. The slow kinetics of H3K27me3 reestablishment likely reflect transcriptional memory and cell plasticity during the intermediate cell states (Xiong and Zhu, 2025). IP-MS further confirmed the physical association of Kdm6b with H3K27 acetyltransferase EP300 and H3K4 methyltransferases (Setd1a/1b and Kmt2c/2 d), indicating a synergistic machinery of multiple histone modifiers. Kdm6b predominantly associates with Kmt2c (Mll3) and Kmt2d (Mll4) (Fig. EV3D), which are responsible for implementing H3K4me1 other than H3K4me3 (Hu et al, 2013), further illuminating that H3K4me1-enriched enhancers are major regulatory regions utilized by Kdm6b. This is further supported by the inverse correlation between H3K4me1 and H3K27me3 at only enhancer areas (Fig. EV3B). Additionally, GSKJ4 treatment did not substantially affect H3K27ac, unlike Kdm6b dissociation. These findings suggest that Kdm6b likely functions as a scaffold to interact with other coregulators to dynamically modulate H3K27ac/H3K4me1 via an enzyme-independent mechanism as previously suggested (Miller et al, 2010; Zhao et al, 2013). Investigating the non-enzymatic mechanism requires further detailed study. Collectively, this kinetic tripartite code ensures rapid chromatin state transitions aligned with differentiation progression. This study remains limited in addressing how chromatin environment conversely influences TF binding, as previously suggested (Bartke et al, 2010; Wang et al, 2024), thus prompting future research.

Third, the binding architecture of Kdm6b guides its functional diversification. Kdm6b’s binding topology on the genome evolves dynamically: early stages favor promoter-proximal sites regulating proliferation and pattern specification genes (e.g., *Olig2*, *Hes5*, *E2f1*, *Notch1*, *Wnt1*, and *Fzd3*), while maturation stages gain more sites toward distal enhancers controlling neuronal functionality genes (e.g., *Isl1/2*, *Crmp1*, *Slitrk3*, *Sema3c*, *Cdh11*, and *Cux2*). Inhibiting Kdm6b impaired stage-specific transcriptional profiles, further validating Kdm6b’s stage-resolved functions. Strikingly, the spatial redistribution parallels with increasing regulatory complexity, as mMNs deploy more binding sites per gene, enabling multifaceted regulation of maturation programs. Intriguingly, neuronal genes employ a similar regulatory strategy (longer regulatory distance and greater number of regulatory elements relative to non-neuronal genes) from the transition of invertebrates to vertebrates (Closser et al, 2022), suggesting Kdm6b may play a role in the evolution of neuronal diversity and complexity. Additionally, some genes critical for lineage progression (e.g., *Prox1* and *Pbx3*) employ dual regulatory strategies, combining constitutive and stage-specific binding patterns, further facilitating regulatory diversification.

In summary, our findings support a model where dynamic Kdm6b-TF partnerships and associated chromatin landscapes execute a temporally layered epigenetic program (Fig. 7). This temporal, precise control elucidates how a single epigenetic regulator orchestrates multistep differentiation. The dynamic epigenetic coordination has broad implications for neurodevelopment and diseases. Dysregulation of Kdm6b activity or Kdm6b-TF partnerships may underlie MN diseases and neurodevelopmental disorders, where Kdm6b mutations occur not only within the enzymatically active JmjC domain but also in other domains (Rots et al, 2023). Therapeutically, modulating Kdm6b-TF interactions could target stage-specific MN differentiation in regenerative contexts, as Kdm6b was involved in neuronal regeneration (Yang et al, 2025). Future work would explore how this paradigm extends to other cell lineages and whether similar epigenetic coordination operates during disease-associated reprogramming.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Mouse C57BL/6 ES cell	Oricell	MUBES-01001
HEK293 cell	ATCC	CRL-1573
P19 cell	Procell	CL-0179
Chick embryo	This paper	N/A
**Recombinant DNA**		
pcDNA3-HA-Kdm6b-N	This paper	N/A
pcDNA3-HA-Kdm6b-C	This paper	N/A
pcDNA3-Flag-Sox2	This paper	N/A
pcDNA3-Flag-Olig2	This paper	N/A
pcDNA3-Flag-Ngn2	This paper	N/A
pcDNA3-Flag-Neurod1	This paper	N/A
pcDNA3-Flag-Onecut1	This paper	N/A
pcDNA3-Flag-Onecut2	This paper	N/A
pcDNA3-Flag-Cux1	This paper	N/A
pcDNA3-Flag-Cux2	This paper	N/A
pcDNA3-Flag-YY1	This paper	N/A
pcDNA3-Flag-ETV6	This paper	N/A
pcDNA3-Flag-SP1	This paper	N/A
pcDNA3-Flag-SP3	This paper	N/A
pcDNA3-Flag-Klf6	This paper	N/A
pcDNA3-Flag-NFYa	This paper	N/A
pcDNA3-Flag-Nkx6-1	This paper	N/A
pcDNA3-Flag-Tcf4	This paper	N/A
TK-E2f1-luc	This paper	N/A
TK-Mrps28-luc	This paper	N/A
TK-Slc1a2-luc	This paper	N/A
TK-P3475-luc	This paper	N/A
TK-P3478-luc	This paper	N/A
TK-Crmp1-luc	This paper	N/A
pG-SUPER-Kmd6b-shRNA	(Estaras et al, 2012)	N/A
**Antibodies**		
Rabbit anti-Olig2	Proteintech	Cat#13999-1-Ap
Mouse anti-Ngn2	R&D	Cat# MAB3314
Rabbit anti-Neurod1	Cell Signal Technology	Cat# 62953
Mouse anti-Mnx1	DHSB	Cat# 81.5C10
Rabbit anti-Isl1	Abcam	Cat# ab20670
Mouse anti-Lhx3	DHSB	Cat# 67.4E12
Rabbit anti-Neurod1	Proteintech	Cat# 12081-1-AP
Rabbit anti-Cux1/2	Abcam	Cat# ab309139
Rabbit anti-Kdm6b	This paper	N/A
Rabbit anti-H3K27me3	Abcam	Cat# ab6002
Rabbit anti-H3K27ac	Abcam	Cat# ab4729
Rabbit anti-H3K4me1	Cell Signal Technology	Cat# 5326
Rabbit anti-H3K4me3	Abcam	Cat# ab8580
**Oligonucleotides and other sequence-based reagents**		
Olig2-sgRNA	This paper	AGCTGAGCTCCGAGCTACGA
**Chemicals, enzymes and other reagents**		
Retinoic acid (RA)	Sigma-Aldrich	R2625
Smoothened Agonist (SAG)	Selleck Chemicals	S7779
DAPT	Selleck Chemicals	S2215
GSKJ4	Selleck Chemicals	S7070
Hyperactive pG-MNase Cut&Run Assay Kit for Illumina	Vazyme	HD102
Hyperactive Universal Cut&Tag Assay Kit for Illumina Pro	Vazyme	TD904
Nuclear Complex Co-IP Kit	Active motif	#54001
Dual-Glo® Luciferase Assay System	Promega	E2920
**Software**		
Fastp (v0.23.1)	(Chen et al, 2018)	https://github.com/OpenGene/fastp
Bowtie2 (v2.2.9)	(Langmead and Salzberg, 2012)	https://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Picard(v2.11.0)	https://broadinstitute.github.io/picard/	https://broadinstitute.github.io/picard/
SAMtools (v.1.9)	(Li et al, 2009)	https://www.htslib.org/doc/1.9/samtools.html
deepTools (v2.25.0)	(Ramirez et al, 2016)	https://deeptools.readthedocs.io/en/latest/source/deeptools.html
Bedtools (v2.25.0)	(Quinlan, 2014)	https://bedtools.readthedocs.io/en/latest/
MACS2 (v2.2.9.1)	(Zhang et al, 2008)	https://github.com/macs3-project/MACS/releases/tag/v2.2.9.1
HOMER (v4.11.1)	(Heinz et al, 2010)	http://homer.ucsd.edu/homer/
ClusterProfiler (v4.7.1.3)	(Wu et al, 2021)	https://www.bioconductor.org/packages//2.13/bioc/html/clusterProfiler.html
Hisat2 (v2.1.0)	(Kim et al, 2019)	https://daehwankimlab.github.io/hisat2/
HTSeq-count (v0.11.0)	(Anders et al, 2015)	https://htseq.readthedocs.io/en/release_0.11.1/count.html
DESeq2 (1.42.0)	(Love et al, 2014)	https://bioconductor.org/packages/devel/bioc/html/DESeq2.html
ggplot2 (v3.4.4)	(Wickham, 2016)	https://cran.r-project.org/web/packages/ggplot2/index.html
pheatmap (1.0.12)	https://cran.r-project.org/web/packages/pheatmap/index.html	https://cran.r-project.org/web/packages/pheatmap/index.html
R (v4.1.0)	https://www.R-project.org	https://www.R-project.org

### mESC culture and motor neuron differentiation

C57BL/6 mouse embryonic stem cells (mESCs, Oricell) were cultured on a monolayer of Mitomycin C-treated mouse embryonic fibroblasts (MingCeler) in Knockout DMEM medium (Gibco) supplemented with 10% fetal bovine serum (Excell), 5% Knockout serum replacement (Gibco), 100 U/ml penicillin-streptomycin solution (Gibco), 2 mM L-glutamax (Gibco), 1X MEM non-essential amino acid solution (Gibco), 0.1 mM β-mercaptoethanol (Sigma), and 1000 U/ml leukemia inhibitory factor (Sigma). Motor neuron (MN) differentiation was performed as previously described with minor modifications (Mazzoni et al, 2013; Wichterle et al, 2002). Briefly, mESCs were dissociated with 0.25% trypsin (Gibco) into a single cell suspension at 2.5 × 10^4^ cells/ml in ADFNK medium (Advanced DMEM/F12:Neurobasal (1:1) medium (Gibco), 10% knockout serum replacement (vol/vol), 100 U/ml penicillin-streptomycin solution, 2 mM L-glutamax, 1X MEM non-essential amino acid solution and 0.1 mM β-mercaptoethanol). Then 20 μl of cell mixture (500 cells) was seeded onto the cover of a petri dish to initiate formation of embryoid bodies (EBs) (D0: day 0). Two days later (D2: day 2), EBs were harvested and plated into differentiation medium (ADFNK medium supplemented with 1 µM all-trans retinoic acid (RA, Sigma) and 0.5 µM Sonic Hedgehog Agonist (SAG, Selleck) for caudalization and ventralization. Culture Medium was then changed at D3 (day 3). For directed medial motor column (MMC) differentiation, the differentiation medium was maintained for two more days and then changed at D5 (day 5) with ADFNK medium without RA and SAG for later differentiation. For directed hypaxial motor column (HMC) differentiation, 5 µM DAPT (Selleck) was added to the differentiation medium at D4 (day 4) and ADFNK medium at D5 (day 5).

### Immunohistochemistry and imaging

Immunohistochemistry was performed as described before (Wang et al, 2022). Briefly, differentiating neurospheres or chicken spinal cords were collected at indicated stages, fixed for 1.5 h at 4 °C in 4% paraformaldehyde in phosphate-buffered saline (PBS), then immersed in 30% sucrose for 2 h, and then embedded in OCT (Tissue-Tek) and sectioned for immunostaining. 12 µm cryosectioned slices were incubated using the primary antibodies overnight at 4 °C within blocking buffer (2% BSA, 0.15% Triton X-100 in PBS buffer). Antibodies used for immunostaining in this study are as follows: rabbit anti-Olig2 (proteintech 13999-1-Ap, 1:600), mouse anti-Ngn2 (R&D MAB3314, 1:450), rabbit anti-Neurod1 (Cell signaling technology #62953, 1:500), mouse anti-Mnx1 (DHSB 81.5C10, 1:100), rabbit anti-Isl1 (Abcam ab20670, 1:300), mouse anti-Lhx3 (DHSB 67.4E12, 1:100). Then fluorophore-conjugated species-specific secondary antibodies were used as recommended (Proteintech or Jackson ImmunoResearch). Images were acquired using a confocal laser scanning microscope (Zeiss LSM 800) with a 10X objective.

### Cut&Run, Cut&Tag and sequencing (Cut&Run-seq and Cut&Tag-seq)

Cut&Run (cleavage under targets and release using nuclease) assay and library construction for sequencing were performed using Hyperactive pG-MNase Cut&Run Assay Kit for Illumina (Vazyme HD102). Specifically, differentiating MN neurospheres at indicated stages (D4, D4H8, D5, and D6) were harvested, homogenized and nuclei were extracted within NE buffer. Nuclei were lightly crosslinked with 0.1% formaldehyde for 2 min at room temperature and quenched by 125 mM glycine for 5 min. Nuclei were washed with Washing Buffer and mixed with ConA Beads Pro for 10 min. The nuclei-ConA bead complexes were incubated with 3 µg of antibodies overnight at 4 °C. Then, pG-Mnase enzyme incubation, DNA fragmentation, release and extraction were performed according to the manufacturer's manual. DNA fragments were then subjected to library construction with DNA damage repair and end preparation, adapter ligation and library amplification. VAHTS multiplex Oligos Set 5 (Vazyme N322) was used for adapter ligation. Purified DNA was sequenced with PE150 pair ends using the Illumina Novaseq X Plus platform. Kdm6b antibody for Cut&Run was made with three antigens corresponding to amino acids 1-210, 488-715, and 800-1096 of mouse Kdm6b and affinity-purified. And other antibodies for Cut&Run were as follows: anti-Neurod1 (Proteintech 12081-1-AP) and anti-Cux1/2 (Abcam Ab309139).

Cut&Tag (cleavage under target & tagmentation) assay and library construction for sequencing were performed using Hyperactive Universal Cut&Tag Assay Kit for Illumina Pro (Vazyme TD904). Nuclei preparation was identical to the Cut&Run procedure. Histone modifier antibodies were used for primary incubation, followed by secondary antibody incubation. The pA/G-Transposon Pro incubation, DNA tagmentation and extraction were performed according to the Cut&Tag manual. The library construction was performed using Trueprep Index Kit V2 for Illumina (Vazyme TD202). Purified DNA products from PCR amplification were sequenced with PE150 pair ends using the Illumina Novaseq X Plus platform. Antibodies for Cut&Tag were as follows: anti-H3K27me3 (Abcam Ab6002), anti-H3K27ac (Abcam Ab4729), anti-H3K4me1 (Cell Signaling Technology #5326) and anti-H3K4me3 (Abcam Ab8580).

### Bioinformatic analyses of Cut&Run-seq and Cut&Tag-seq

Paired-end reads (150 bp) for Cut&Run-seq and Cut&Tag-seq datasets with a single biological replicate were collected. Fastp (v0.23.1) (Chen et al, 2018) was conducted for trimming raw fastq files to remove adapters and low-quality bases with the following parameter settings: -q 20 --length_required 18 --n_base_limit 5. The trimmed fastq files were then mapped to the mm10 reference genome (Ensembl release 102) utilizing Bowtie2 (v2.2.9) (Langmead and Salzberg, 2012). Picard was used to remove duplicates, and then uniquely mapped reads were obtained using SAMtools (v.1.9) (Li et al, 2009), with the parameter “-q 10 -F1024”. For visualization, deepTools (v2.25.0) (Ramirez et al, 2016) was utilized with the “bamCoverage” function to generate normalized RPM bigWig files. In parallel, RPM (Reads Per Million mapped reads) normalization was performed using bedtools (v2.25.0) (Quinlan, 2014) “genomecov” with the -scale parameter, where the scale factor was calculated as 1,000,000 divided by the total number of uniquely mapped reads in each sample. This normalization minimizes batch effects and allows relative binding intensity to be compared across samples. Binding enrichment was subsequently inspected using the IGV browser. For peak calling, MACS2 (v2.2.9.1) (Zhang et al, 2008) was utilized with “-q 0.05 -f BAMPE” parameter setting. For histone modifications, the --broad option was additionally applied. deepTools was further applied for heatmap or line plot profile visualization with the functions “computeMatrix” and “plotHeatmap” or “plotProfile”. To characterize overlapping peaks, the “mergePeaks” function from HOMER (v4.11.1) (Heinz et al, 2010) was further applied with the parameter -d given specified (≥1 bp overlap).

To identify stage-specific peaks of Kdm6b, the subtract function from deepTools was utilized with the following command: bedtools subtract -A -a <fileA>-b <fileB>. Specifically, common peaks (Com) of Kdm6b were designated as the binding sites shared across stages D4H8, D5 and D6. Stage-specific peaks were obtained by removing common peaks from total peaks per stage, designated as D4-Com, D4H8-Com, D5-Com, and D6-Com, respectively. The common and stage-specific peaks were then annotated to common and stage-specific target genes of Kdm6b respectively according to the nearest promoter principle using the “annotatePeaks.pl” function in HOMER. Motif enrichment analysis was performed with the “findMotifsGenome.pl” function in HOMER, resulting in both known and de novo motif enrichment outputs, of which the known motifs were selected for this study. Gene ontology (GO) pathway enrichment analysis and visualization were conducted using the enrichGO and dotplot functions from the clusterProfiler (v4.7.1.3) (Wu et al, 2021) in the R package (v4.1.0) and data were presented with Biological Process (BP) terms.

### Immunoprecipitation-mass spectrometry (IP-MS) and co-immunoprecipitation (co-IP)

Nuclear Complex Co-IP Kit (Active motif #54001) was employed to immune-precipitate endogenous Kdm6b and its binding proteins in differentiating MNs at indicated stages (D4H8, D5, and D6). Specifically, MN neurospheres were homogenized in a hypotonic buffer and subjected to nucleus isolation and digestion according to the manufacturer's manual. IP was conducted with 3 µg Kdm6b antibody and ProteinA/G agarose beads in 1X low IP buffer with 1 mM dithiothreitol (DTT) and proteinase inhibitor cocktail. Then beads were washed twice, 5 min for each, with wash buffer including 1X low IP buffer with 1 mM DTT, proteinase inhibitor cocktail, 100 mM NaCl and 0.2% detergent. Finally, beads were washed with PBS three times and protein was extracted with triethylammonium bicarbonate (TEAB) buffer. For digestion, the protein solution was reduced with 5 mM DTT for 30 min at 56 °C and alkylated with 11 mM iodoacetamide for 15 min at room temperature in darkness. The protein sample was then diluted by adding 200 mM TEAB to urea concentration less than 2 M. Finally, trypsin was added at 1:50 trypsin-to-protein mass ratio for the first digestion overnight and 1:100 trypsin-to-protein mass ratio for a second 4-h digestion. Finally, the peptides were desalted by a Strata X SPE column. The tryptic peptides were separated on a NanoElute UHPLC system (Bruker Daltonics) and were subjected to a capillary source followed by the timsTOF Pro mass spectrometry (Bruker Daltonics). The DIA data were processed using the DIA-NN search engine (v.1.8). Tandem mass spectra were searched against the Mus_musculus_10090_SP_20231220.fasta (17191 entries) concatenated with a reverse decoy database. FDR was adjusted to <1%.

For transcription factor (TF) overexpression and co-IP assay, mouse Sox2, Olig2, Ngn2, Neurod1, Onecut1/2, Cux1/2, Sp1/3, Klf6, Nkx6-1, Tcf4, Nfya, and human YY1 and ETV6 was cloned into pcDNA3-flag, while mouse Kdm6b-N terminus (1-829AA) and C terminus (825-1641AA) were cloned into pcDNA3-HA vector. HEK293 cells were transfected with Flag-TFs and HA-Kdm6b-N or C and then harvested after 48 h. IP was performed with 2 µg HA, Flag, or IgG control antibodies and ProteinA/G agarose beads within 25 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 5% glycerol, and proteinase inhibitor cocktail. Beads were then washed and the identity of immunoprecipitated proteins were evaluated by western blotting.

### RNA sequencing (RNA-seq) analysis

The differentiating MNs at indicated stages (D4, D4H8, D5 and D6) were harvested in TRIzol reagent (Thermo Fisher), and total RNA was extracted based on the instructions from the manual. GSKJ4 (Selleck) was treated one day earlier to inhibit endogenous Kdm6b enzyme activity (i.e., D3H8→D4H8, D4→D5, and D5→D6). mRNA was purified for library construction using poly-T oligo-attached magnetic beads. RNA-Seq data were trimmed by Fastp (v0.23.1) to remove adapters, low-quality bases (Q < 20), and reads shorter than 75 bp. Trimmed data were aligned to the mm10 reference genome (Ensembl release 102) using Hisat2 (v2.1.0) (Kim et al, 2019). The aligned reads were sorted and indexed using SAMtools (v.1.9). HTSeq-count (v0.11.0) (Anders et al, 2015) was used to generate count matrices for each sample. FPKM (fragments per kilobase of transcript per million mapped fragments, FPKM = [Gene fragment count/(Gene length × total mapped fragments)] × 10^9^) values were calculated from raw counts and annotated gene lengths for visualization and descriptive purposes, indicating relative gene expression within and between samples at different differentiation timepoints. We used the DESeq2 (1.42.0) (Love et al, 2014) in the R package to analyze gene expression with count matrices as input. Kdm6b target genes were categorized into three subsets based on their expression dynamics. Kdm6b target genes were categorized into three subsets: upregulated (Up), downregulated (Down), or constant expression (Constant) based on their temporal expression dynamics. Regarding common target genes, we compared gene expression at D6 versus D4 and assigned fold change (FC) ≥1.1 as upregulated (Up), FC ≤0.9 as downregulated (Down), and FC >0.9 but <1.1 as constant expression (Constant). As for D4-Com, D4H8-Com, D5-Com, and D6-Com target genes, their expressions were compared with D6 versus D4, D6 versus D4H8, D5 versus D4, and D6 versus D4, respectively and the same fold change principle was employed to categorize three subsets. Differentially expressed genes (DEGs) were identified based on the following criteria: log_2_FC <0 and *p* < 0.05 (Benjamini–Hochberg method) for upregulation; log_2_FC >0 and *p* < 0.05 for downregulation, and others for nonsignificant change. All data visualizations, including heatmaps, box plots, and volcano plots, were generated in R using ggplot2 (v3.4.4) (Wickham, 2016) and pheatmap (1.0.12) packages.

### CRISPR/Cas9-mediated knockdown

The Olig2-sgRNA (AGCTGAGCTCCGAGCTACGA) was cloned into lentiCRISPRv2, and lentiviral particles were produced in HEK293T cells. mESCs were transduced with the lentiviruses and selected with 1 μg/mL puromycin for 5 days. Surviving colonies were differentiated into pMNs and assessed for Olig2 expression. A colony positive for Olig2 knockdown was used for CUT&RUN-seq.

### Luciferase assay

The selected overlapping binding sites of TFs and Kdm6b was cloned into TK-luciferase vector. P19 cells were cultured in P19 complete medium (Procell, MEMα medium supplemented with 7.5% NCS + 2.5% FBS) and seeded in 96-well plates overnight prior to transfection with Lipofectamine 2000 (Invitrogen). TK constructs, TF-overexpressing plasmids (pcDNA3-Flag-TFs) and a pRL-TK plasmid for normalization was co-transfected. After 8 h, 1 μM GSKJ4 or vehicle (DMSO) was added to the media. Cells were lysed 48 h post-transfection, and cell extracts were assayed for luciferase activity with Dual-Glo® Luciferase Assay System (Promega E2920). The firefly luciferase values were normalized with Renilla luminescence activity. Histograms show mean normalized luciferase units, and error bars represent standard deviation from representative experiments. All assays were independently repeated at least three times.

### Chick in ovo electroporation

In ovo electroporation was performed as described (Wang et al, 2020). Briefly, Hy-Line brown fertilized eggs (Henan, China) were incubated in a humidified chamber at 38 °C, and DNA constructs pCS2-HA-Isl1-Lhx3 with or without pG-SUPER-Kdm6b-shRNA (Estaras et al, 2012) were injected into the lumen of chick embryonic spinal cords at HH stage 13. Electroporation was performed using a square wave electroporator (BTX830), and then embryos were harvested at 2 days after electroporation for analysis.

### Statistical analyses

Statistical tests and *p* values were calculated using the Wilcoxson rank-sum test or one-way ANOVA test as indicated. *p* values less than 0.05 were considered statistically significant. Significance levels are indicated as follows: *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***).

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

All sequencing data generated have been deposited in Gene Expression Omnibus (GEO) database under accession number GSE306766 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE306766). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-026-00808-2.

# Supplementary material for: Kdm6b-mediated epigenetic coordination of temporal precision during motor neuron differentiation
**Source:** EMBO Rep. 2026 May 26;27(13):3665–88. doi: 10.1038/s44319-026-00808-2
**Supplement:** Supplementary file 1 — Appendix

## **Ren et al. Appendix Figures**

| Table of contents   | Page # |
|---------------------|--------|
| Appendix Figure S1. | 2      |
| Appendix Figure S2. | 3      |
| Appendix Figure S3. | 4      |

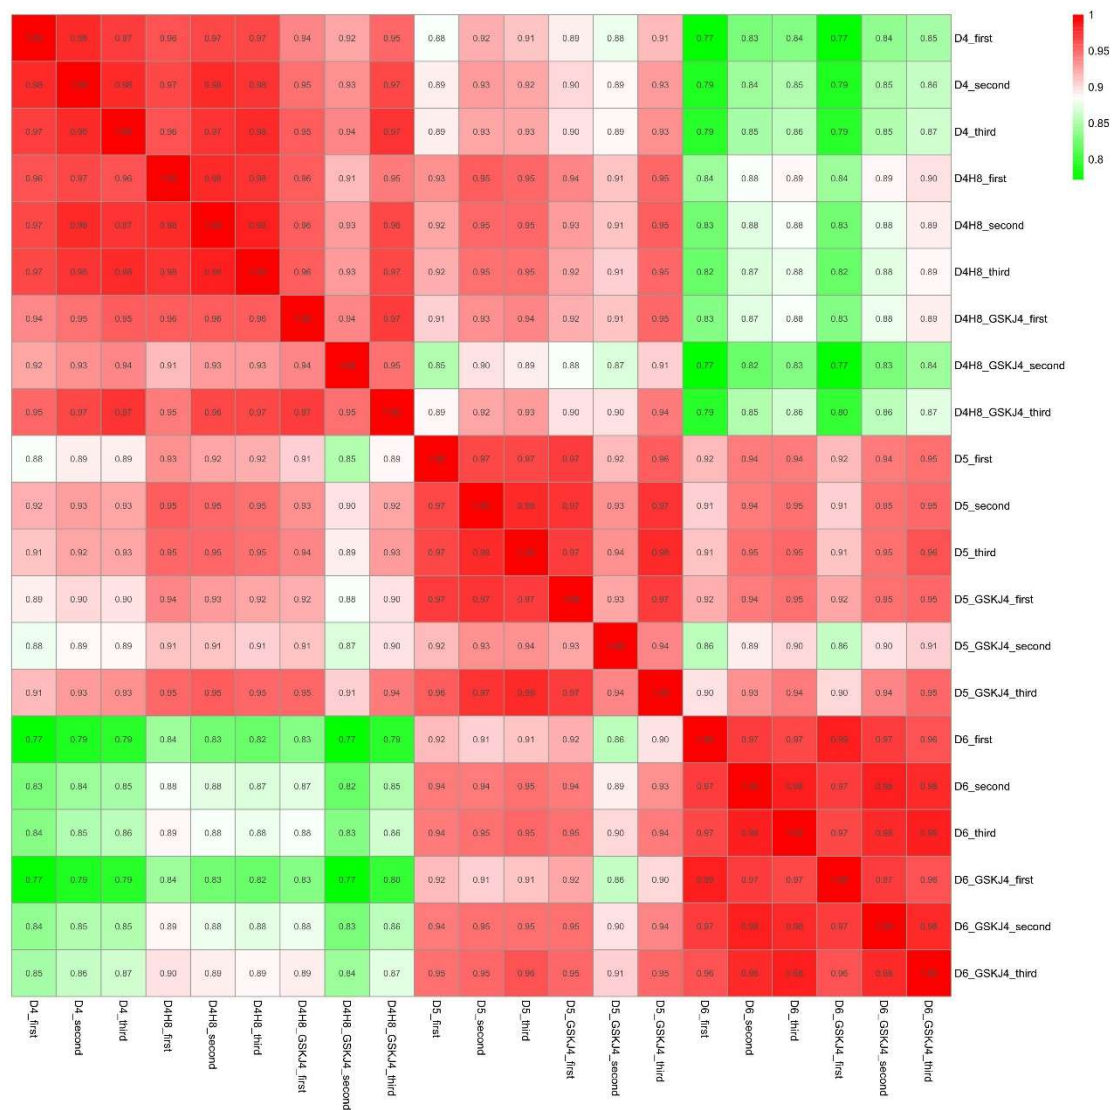

**Appendix Figure S1. The pairwise Pearson correlation of RNA-seq datasets.** RNA-seq was performed at four differentiation stages (D4, D4H8, D5, and D6) with three biological replicates per each stage (labeled as \_first, \_second, and \_third). For inhibitor treatment, GSK-J4 was added one day prior to collection, also with three replicates. The correlation matrix indicates pairwise Pearson correlation of RNA-seq data between any two samples, with the coefficient indicated as the number.

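In the treated groups the mean Pearson correlation of a library with the other libraries of its group, on log2(FPKM + 1), was lowest for replicate 2 of treated D5 (0.916) and replicate 2 of treated D4H8 (0.919). The remaining treated libraries at these stages had 0.933 to 0.944, and the treated D6 libraries 0.958 to 0.971. The untreated libraries ranged from 0.956 for D5 replicate 1 to 0.982 for D4H8 replicate 2.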

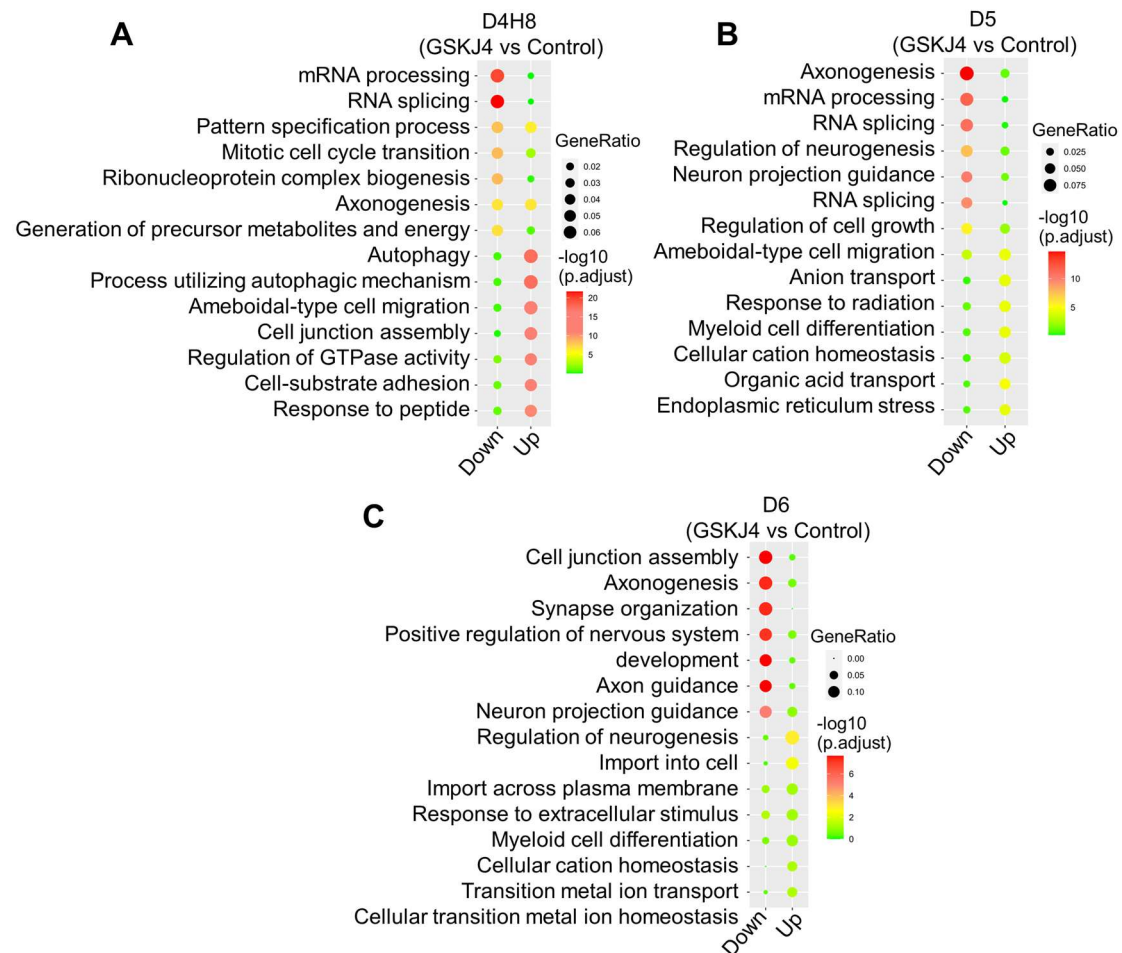

**Appendix Figure S2. GO analyses of DEGs of Kdm6b targets with GSKJ4 treatment.** (A-C) Relative to Fig 5B, top 7 GO terms (Biological Process) of downregulated and upregulated genes of Kdm6b targets with GSKJ4 treatment relative to control at the indicated stages D4H8 (A), D5 (B) and D6 (C). Adjusted p value was determined by Wilcox rank-sum test.

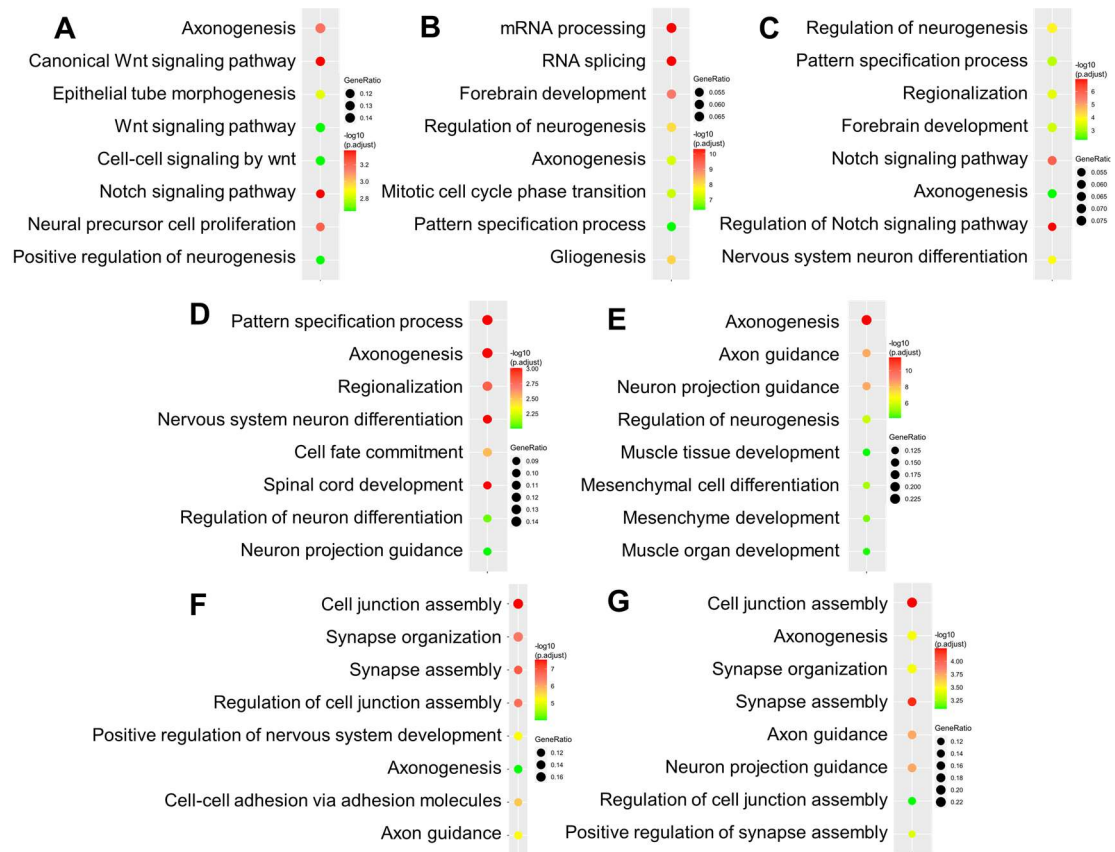

**Appendix Figure S3. GO analyses of DEGs of co-targets of Kdm6b and TFs with GSKJ4 treatment. (A-G)** Top 8 GO terms of common targets of Kdm6b and Sox2 at D4H8 (A), Kdm6b and Olig2 at D4H8 (B), Kdm6b and Ngn2 at D4H8 (C), Kdm6b and Neurod1 at D5 (D), Kdm6b and Isl1-Lhx3 at D5 (E), Kdm6b and Onecut1 at D6 (F), Kdm6b and Cux1/2 at D6 (G), among downregulated genes by treatment with GSKJ4 relative to control, as showed in Fig 5B. Adjusted p value was determined by Wilcox rank-sum test.

# Supplementary material for: Kdm6b-mediated epigenetic coordination of temporal precision during motor neuron differentiation
**Source:** EMBO Rep. 2026 May 26;27(13):3665–88. doi: 10.1038/s44319-026-00808-2
**Supplement:** Supplementary file 13 — Expanded View Figures

Expanded View Figures

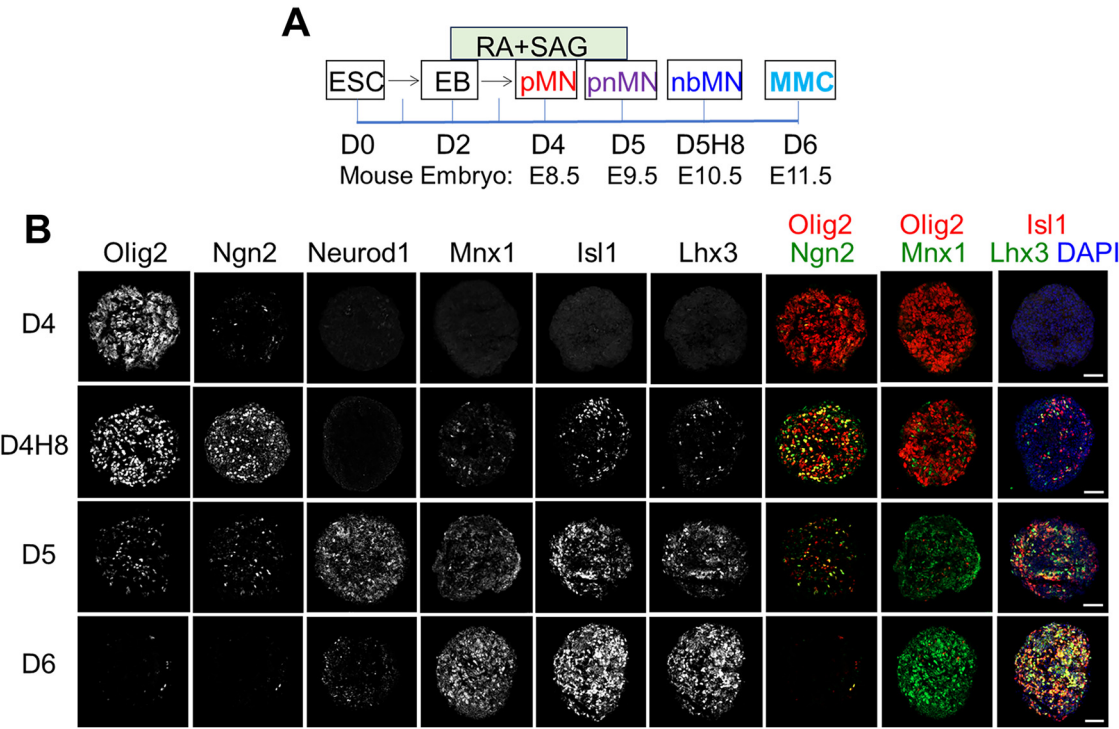

**Figure EV1. In vitro directed MN differentiation recapitulates in vivo developmental progression, related to Fig. 1.**

(A) The diagram represents the in vitro ESC→MN (MMC) differentiation process, with each timepoint approximately corresponding to the mouse embryonic stage. ESC embryonic stem cell, MN motor neuron, EB embryonic body, pMN motor neuron progenitor, pnMN proneural motor neuron, nbMN newborn motor neuron, MMC medial motor column. D day, E embryonic day. (B) Immunostaining of Olig2, Ngn2, Neurod1, Mnx1, Isl1, and Lhx3 at MN differentiation stages D4, D5, D5H8, and D6H8. Scale bars: 50  $\mu$ m.

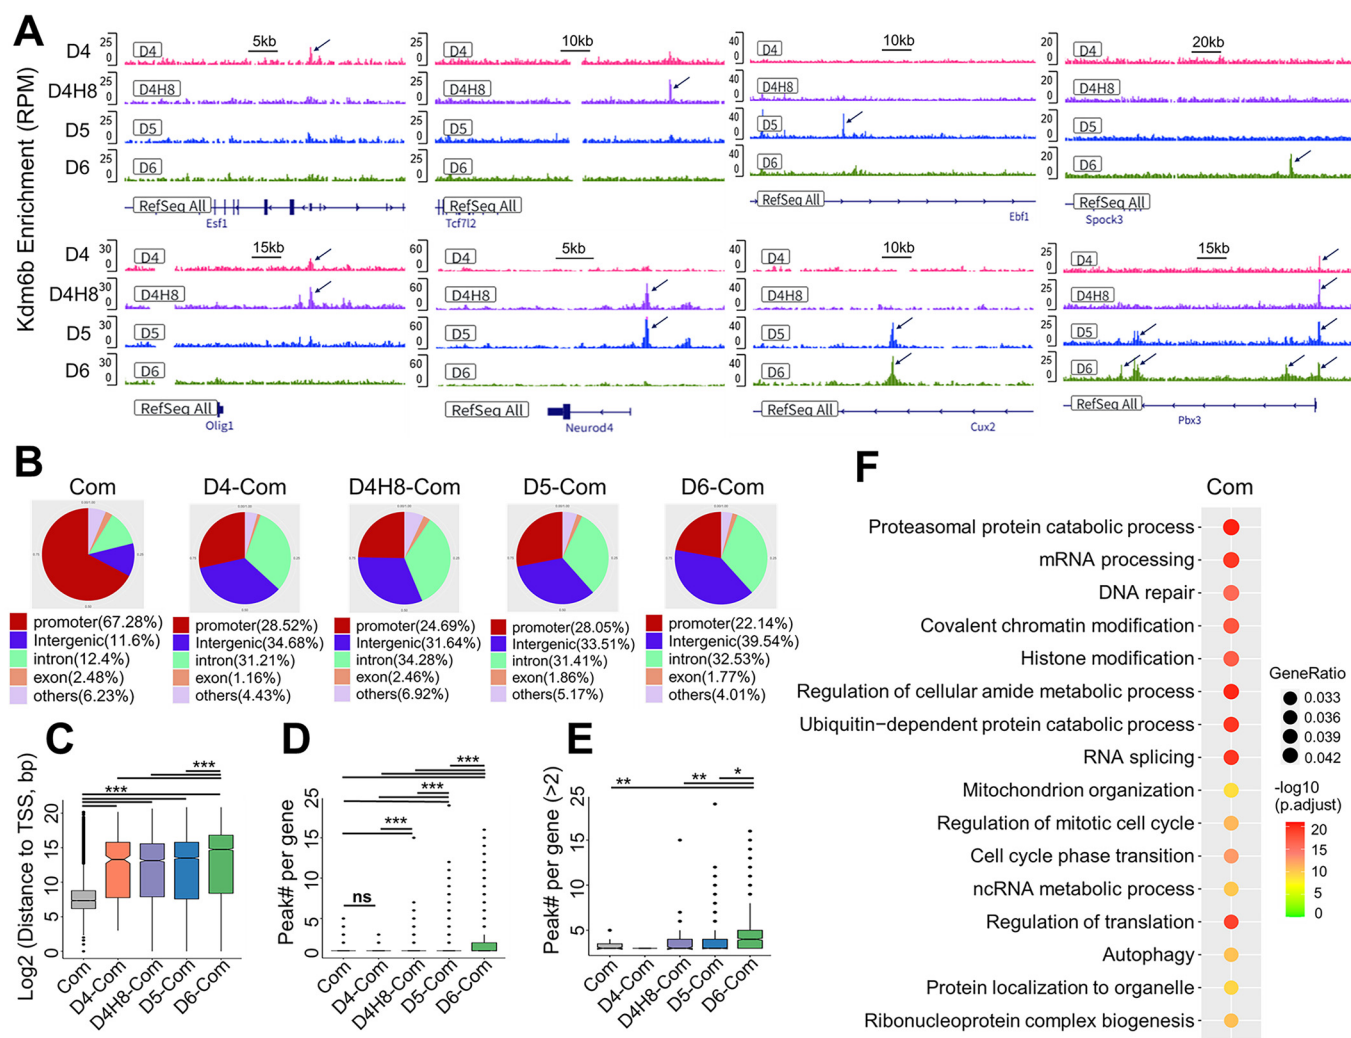

**Figure EV2. Dynamic binding patterns of Kdm6b correlate with preferential spatial occupancy and distinct functional significance, related to Fig. 2.**

(A) Genome browser tracks displaying dynamic Kdm6b enrichment at the selected gene loci across MN developmental stages. RPM indicates enrichment intensity. (B) The genomic distribution of Kdm6b common (Com) and stage-specific binding peaks (D4-Com, D4H8-Com, D5-Com and D6-Com) exhibiting spatial preference. (C) Box plots showing the distance of Kdm6b common and stage-specific binding sites to the nearest TSSs. *P* value was determined by the Wilcoxon rank-sum test, and statistical significance was indicated as follows. \*\*\**p* < 0.001 (D6-Com vs Com: 0; D6-Com vs D4-Com: 3.2e-8; D6-Com vs D4H8-Com: 3.9e-54; D6-Com vs D5-Com: 4.3e-73). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: Com (0, 6.2, 7.3, 8.8, 20.2), D4-Com (3, 7.8, 13.3, 15.8, 20.2), D4H8-Com (0, 7.9, 13.1, 15.6, 20.7), D5-Com (0, 7.6, 13.5, 15.8, 20.9), and D6-Com (0, 8.4, 14.8, 16.8, 20.9). The data were from one Cut&Run assay at each stage (*n* = 1). (D) Box plots quantifying the number of Kdm6b binding peaks per proximal gene. *P* value was determined by the Wilcoxon rank-sum test. ns nonsignificant; \*\*\**P* < 0.001 (D4H8-Com vs D4-Com: 1.9e-7; D5-Com vs D4H8-Com: 8.6e-21; D6-Com vs D5-Com: 4.2e-7). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: Com (0, 1, 1, 1, 5), D4-Com (0, 1, 1, 1, 3), D4H8-Com (0, 1, 1, 1, 15), D5-Com (0, 1, 1, 1, 19), and D6-Com (0, 1, 1, 2, 16). The data were from one Cut&Run assay at each stage (*n* = 1). (E) Box plots quantifying the number of >2 Kdm6b binding peaks per proximal gene. *P* value was determined by the Wilcoxon rank-sum test. \**P* < 0.05; \*\**P* < 0.01 (D6-Com vs Com: 0.002; D6-Com vs D4H8-Com: 0.003; D6-Com vs D5-Com: 0.04). The specific parameters for each box plot (minimum, 25th percentile, median, 75th percentile, maximum) are: Com (3, 3, 3, 3, 5), D4-Com (3, 3, 3, 3, 3), D4H8-Com (3, 3, 3, 4, 15), D5-Com (3, 3, 3, 4, 19), and D6-Com (3, 3, 4, 5, 16). The data were from one Cut&Run assay at each stage (*n* = 1). (F) GO analyses of common target genes showing top-ranked enrichment pathways with bubble plot. Biological Process terms are shown.

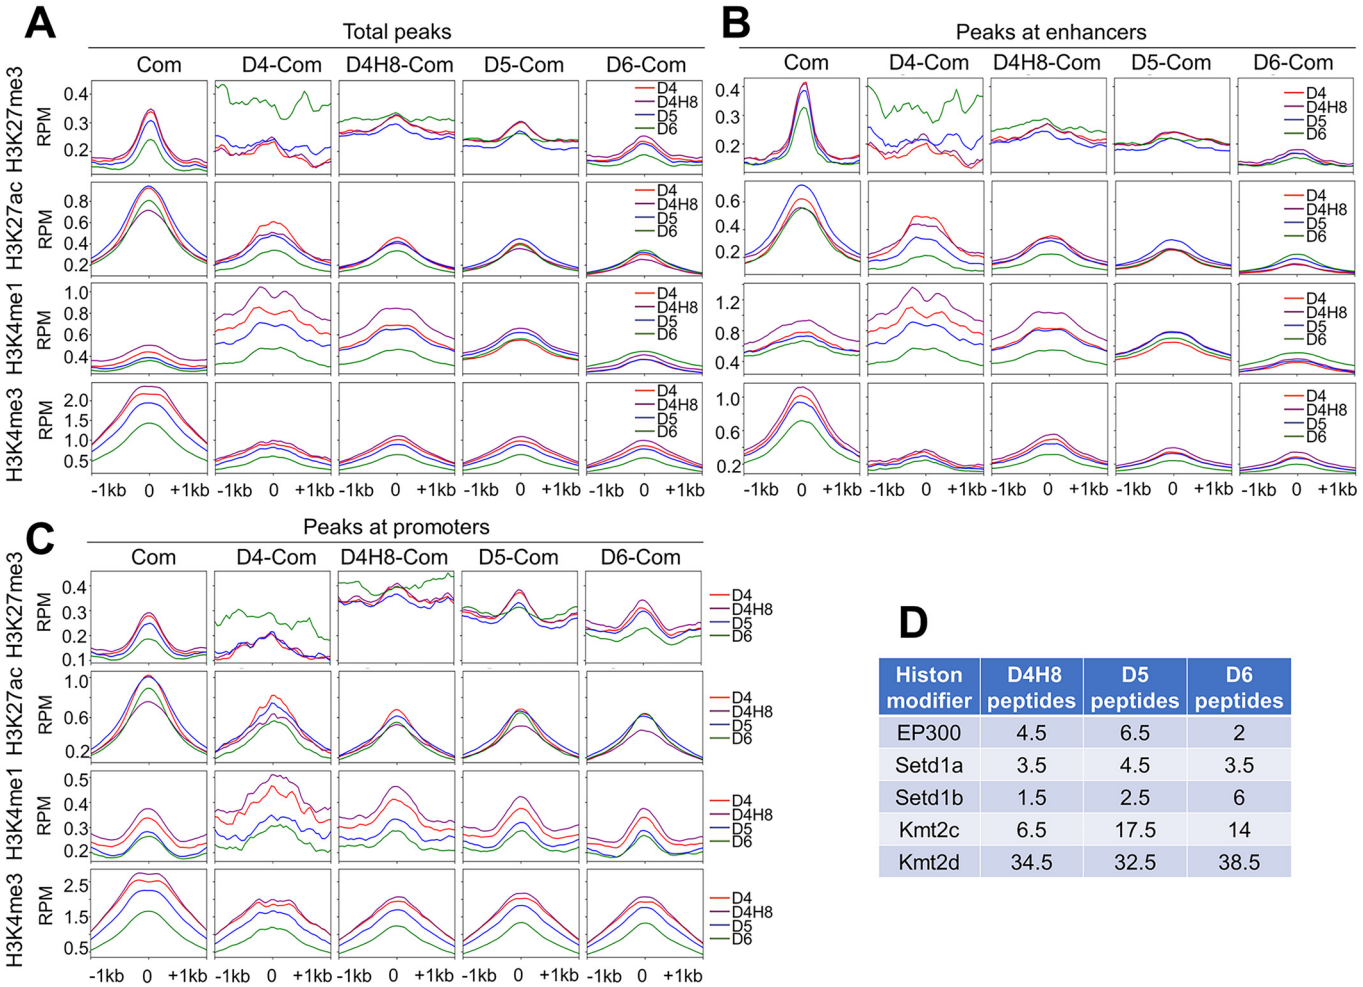

**Figure EV3. Kdm6b enrichment influences local chromatin modifications, related to Fig. 3.**

(A) Line plot profiles showing histone modification dynamics within Kdm6b common (Com) and stage-specific binding peaks (D4-Com, D4H8-Com, D5-Com, and D6-Com) across differentiation stages (D4, D4H8, D5, and D6). At stage-specific binding peaks, Kdm6b recruiting was closely associated with low H3K27me3 but high H3K27ac and H3K4me1 levels, while dismantling was largely related to high H3K27me3 but low H3K27ac and H3K4me1 levels. RPM indicates enrichment intensity. (B, C) Histone modification dynamics differ between the enhancer areas (B) and promoter regions (C) of Kdm6b stage-specific binding peaks. H3K4me1 dynamics was restricted to enhancers, while H3K27ac dynamics present at both enhancers and promoters. RPM indicates enrichment intensity. (D) Average peptide numbers identified for histone modifiers from Kdm6b IP-MS at the indicated stages from two biologically independent experiments.

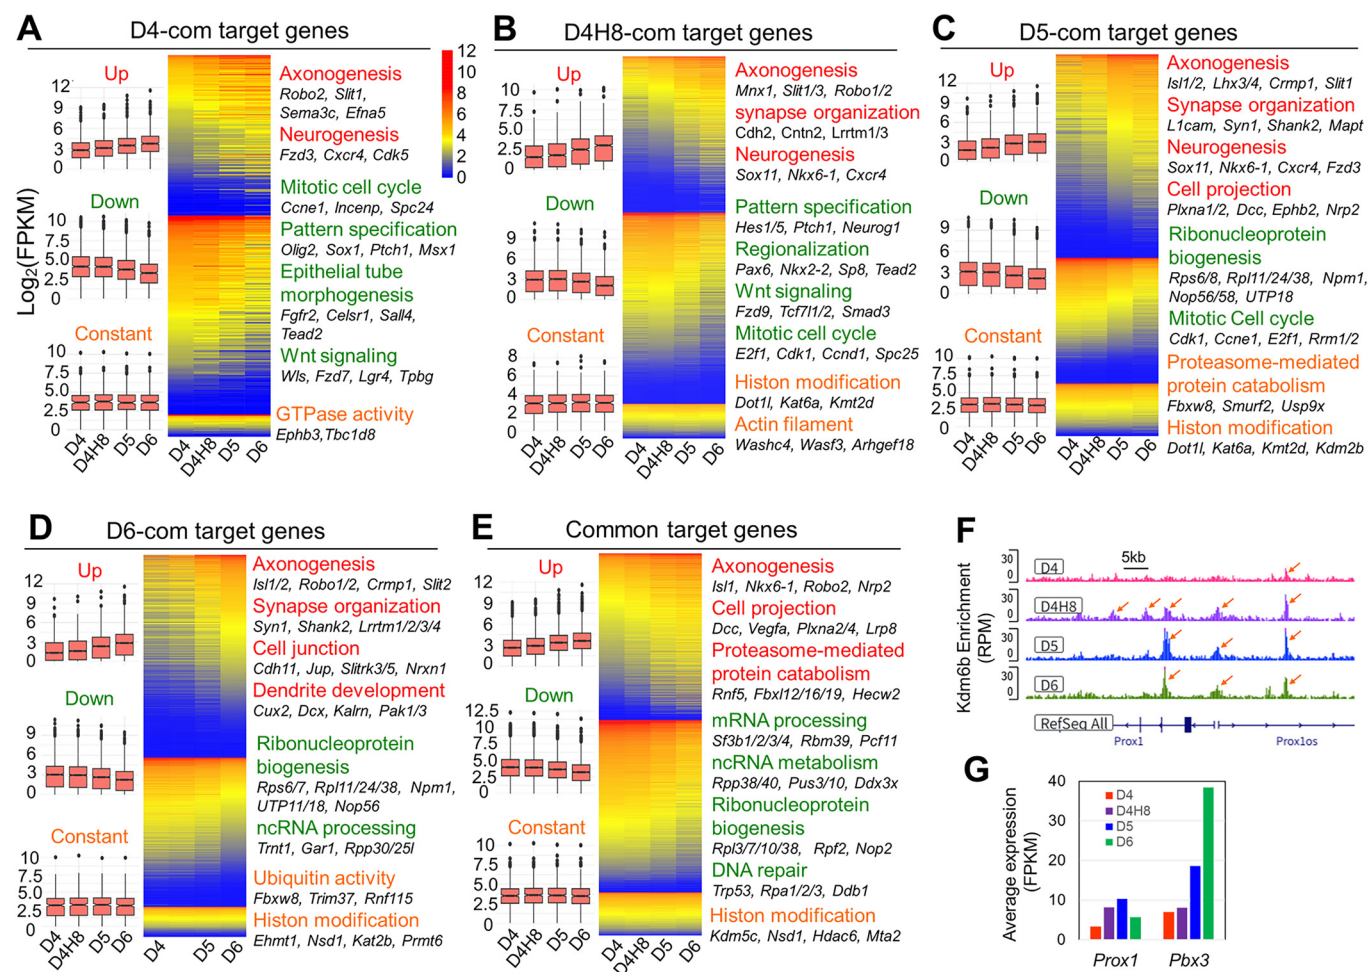

**Figure EV4. Kdm6b regulates stage-specific subsets of MN developmental genes, related to Fig. 4.**

(A–E) Temporal transcription profiles of Kdm6b stage-specific target genes, including D4-Com targets (A), D4H8-Com targets (B), D5-Com targets (C), D6-Com targets (D), and common target genes (E) during MN differentiation. Box plots and heatmaps depict gene expression profiles categorized as upregulated (Up, fold change  $\geq 1.1$ ), downregulated (Down,  $\leq 0.9$ ) and constant expression (Constant,  $0.9 < \text{fold change} < 1.1$ ), as determined by pairwise comparison in the method section. Each subset underwent GO enrichment analysis, and top nonredundant terms and representative contributing genes are shown. FPKM (fragments per kilobase of transcript per million mapped fragments) was employed to indicate relative gene expression from different samples. (F) Genome browser tracks showing Kdm6b utilized both common and stage-specific binding modalities at the *Prox1* locus. (G) Average mRNA levels of *Prox1* and *Pbx3* from RNA-seq datasets with three biologically independent experiments at each differentiation stage. FPKM was used to indicate relative gene expression from different samples.

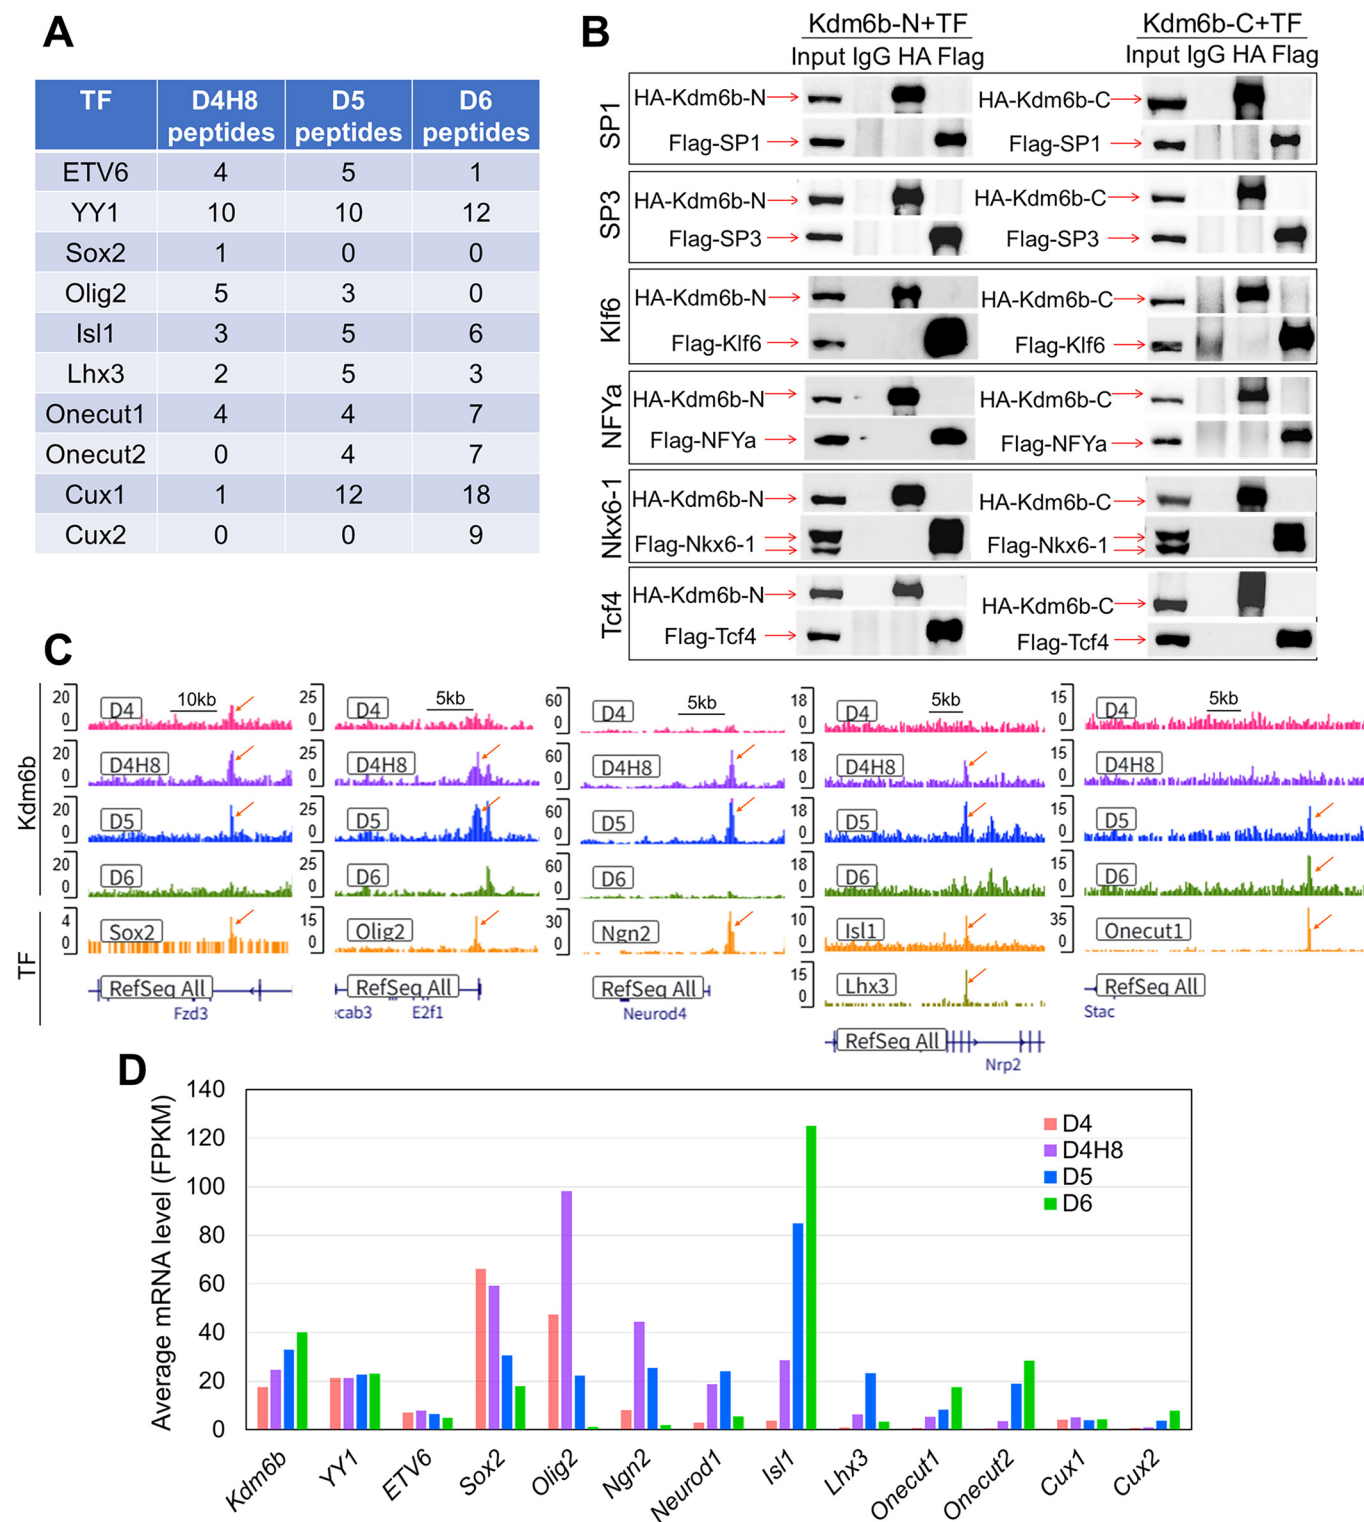

**Figure EV5. Kdm6b associates with temporal TFs throughout MN development, related to Fig. 5.**

(A) Kdm6b-interacting transcription factors identified by IP-MS at the indicated stages. The peptide number, corresponding to each TF, was identified from the second experiment ( $n = 1$ ). (B) Co-IP assays with IgG, HA and Flag antibodies within HEK293 cells transfected with HA-Kdm6b-N or C terminus and Flag-TFs, followed by western blotting. The results indicated no interaction between HA-Kdm6b-N or C terminus and tested Flag-TFs. (C) Genome browser tracks exhibiting co-enrichment of Kdm6b and developmental TFs at representative genomic loci. (D) Average mRNA levels of *Kdm6b* and developmental TFs from RNA-seq datasets at each differentiation stage ( $n = 3$  biological replicates). FPKM is used to indicate relative gene expression from different samples.

How the deposited data were processed for this re-analysis (not part of the article)

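The authors' table of raw counts holds one column of count values per biological replicate for 55400 genes in 21 libraries, 7 groups of 3. By the authors' account the reads behind these counts were trimmed with Fastp, aligned to mm10 with Hisat2 and counted with HTSeq-count. The authors' table of FPKM holds the same columns, per kilobase of exonic length and scaled to the counted reads, and FPKM recomputed from the counts differed from the deposited FPKM by at most 0.005. Replicate numbers came from the column names. The study's source data give 18 of the same FPKM columns under named replicates, and each was best matched by the column of the same group and number, with 100% equal values. Total counts per library ran from 14982115 to 34383842 (median 16238435). No column of per-sample values was left unused.

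Gene symbols, positions and strands were taken from GENCODE M21 on GRCm38. Of the gene identifiers, 55140 had a symbol and 260 did not. The text of the paper did not name the counting strand, so genes that overlap an expressed gene on the other strand are named as uncertain. Among genes named here these are *Ankrd37*, *Atf5*, *Ccna2*, *Cebpb*, *Ddit3*, *Evx1* and *Hk3*. Genes with near-identical copies in the annotation (*Aldoa*, *Eno1*, *Ldha*, *Pgk1*, *Mt1* and *Mt2*) are uncertain in the same way. To look for duplicated libraries, the 21 pairs within groups were compared gene by gene. The mean chi-square per gene ran from 6.94 to 117, so no pair differed by sampling noise alone.

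Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. The test for differential expression was edgeR's quasi-likelihood test on the counts, with TMM scaling and filterByExpr at a minimum count of 10, and Benjamini-Hochberg adjustment over the tested genes. Each GSKJ4 contrast was fitted on its own 6 libraries, the stage contrasts on the 12 untreated libraries, and the differences in GSKJ4 effect between stages on 18 libraries. Lists were tested with limma's fry test, adjusted over 45 combinations of list and stage. Enrichment was tested with Fisher's exact test and with 10000 random lists matched on mean expression in 20 bins, and again matched on length within them in 5 bins. Log2 CPM used a prior count of 2. A library with at most 3 counts of a gene was taken as at the floor, and a fold change from such a group is given as a lower bound. Leave-one-out ranges come from refits that each left out one library.

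The pipeline was tested on simulated data with 200 changed genes in 3 against 3 libraries. Without a pair effect edgeR recovered 87% of them with 9 false calls, and DESeq2 87% with 21. The simulated spread in this case was smaller than in the D4H8 and D5 fits. The planted changes were larger than the median changes of the study's lowered lists at D5 and D6. These shares therefore do not give the power of the real contrasts. With a simulated pair effect edgeR recovered 60% without and 99.5% with a replicate block. With a pair effect and no change, 0.202% of genes had p under 0.05 without and 4.72% with the block.

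The pairing of treated with untreated libraries is taken from the replicate numbers, and the paper does not state that equal numbers were grown together. It was checked by correlating each library's deviation from its group mean across genes. At D6 the same-numbered libraries had correlations of 0.912, 0.671 and 0.808, all over 0.1. At D4H8 they had 0.485, 0.0824 and 0.304, and at D5 0.324, 0.0820 and 0.374, so only D6 pairs held for all 3 numbers.

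The main tests, the alternatives, the named genes and the gene lists were set before the data were examined, except where a text says otherwise. The named genes are those the paper names for these conclusions, the Kdm6 and PRC2 genes, and per GSKJ4 contrast up to 3 raised and 3 lowered genes. These last had the largest log2 fold change among genes with an adjusted p under 0.05, a mean of at least 100 counts, a symbol that is not a predicted gene, and no overlap between groups. *Mt1*, *Slc30a1* and *Trim66* as subjects of further tests were chosen after their values were seen. The lists from general knowledge were feeder fibroblast, pluripotency, cell cycle, hypoxia and glycolysis, integrated stress response, p53 target and interneuron genes.

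Alternatives tried for the GSKJ4 contrasts were DESeq2, RLE and upper-quartile scaling, no filter, at least 10 counts in every library, a replicate block, one fit over all 21 libraries, and each library left out in turn. DESeq2 with a local fit of the dispersion trend was added after the values were seen. The D5 and D6 target lists, which hold 8920 and 9224 symbols in the copies used, were not tested for overlap, and neither were the tables of common and -Com targets. Of the study's peaks shared by Sox2 and Kdm6b, all 346 were used. Peak, immunostaining and proteomic data were not analysed here.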

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

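Of the tests in this part, the splits of the libraries, the tests for an earlier stage and for a single library (except that for p53 target genes), and every test on *Mt1*, *Mt2*, *Slc30a1* and *Trim66* were chosen only after the result was seen. The tests for gene length and the p53 test for a single library were written before.

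A difference between stages was found for the GSKJ4 effect of 45 genes between D5 and D4H8 and of 133 genes between D6 and D4H8, at an adjusted p under 0.05 in edgeR's interaction test. Nearly all had the smaller effect at the later stage. Among the first set the median log2 fold change with GSKJ4 was -2.28 at D4H8 and -0.13 at D5, and among the second it was -1.81 at D4H8 and 0.01 at D6. The named genes with a difference between D5 and D4H8 were *Olig2* (log2 difference 3.335), *Neurog1* (3.773) and *Slc30a1* (-1.311). Between D6 and D4H8 they were *Olig2* (4.285), *Neurog1* (3.794), *Olig1* (4.395), *Neurod4* (3.108), *Isl1* (2.465), *Lhx3* (2.817), *Nrp2* (1.442), *Rapgef2* (-1.096) and *Slc30a1* (-1.777).

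The same interaction test was run on 33 splits of the libraries, the true one included. For D5 against D4H8, 3 of the 33 splits gave as many genes, the others reaching 68. For D6 against D4H8, 4 of the 33 splits did, the others reaching 877. Every other split with as many genes, for either comparison, kept the treated and untreated D4H8 libraries as labelled and regrouped those of the later stage. Such a split keeps the D4H8 effect and removes the later one, so it does not speak against a difference between stages. The splits run that regrouped the D4H8 libraries gave 0 to 2 genes. These remove the D4H8 effect itself, so they do not test whether the effects at the stages are equal. Why the effect of GSKJ4 was smaller later stays open, and a greater need for Kdm6b at D4H8 may be 1 reason, which was not tested. Untreated FPKM fell from D4H8 to D6 for *Olig2* (98.2 to 1.24), *Neurog1* (48.6 to 1.08), *Olig1* (21.4 to 0.483) and *Neurod4* (69.3 to 1.68). This left little to lower at D6. *Lhx3* also fell (6.31 to 3.24), while *Isl1* (28.5 to 125), *Nrp2* (3.89 to 51.9) and *Rapgef2* (2.31 to 3.45) rose.

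A signal in genes the paper does not discuss appeared in the hypoxia and glycolysis list. Its median log2 fold change with GSKJ4 was -1.379 at D4H8 (14 of 14 genes lower, limma's fry adjusted p 0.0351) and -1.150 at D5 (13 of 14 lower, fry adjusted p 0.0449). Against an earlier stage of the treated cells as the cause, the list hardly changed between untreated stages, with a median of 0.0239 for D4 against D5. This covers no stage before D4, when treatment of the D4H8 cells began. Against gene length, the medians after removing the trend with length were -1.2547 at D4H8 and -1.1317 at D5. Against a single library, the medians nearest 0 with each library left out were -1.1979 and -0.95. Copies in the annotation make *Aldoa*, *Eno1*, *Ldha* and *Pgk1* uncertain, but *Bnip3*, *Slc2a1*, *Egln3* and *Pfkl* were lower at D4H8 as well. With each library left out, 0 of 6 fits kept the adjusted p under 0.05 at either stage, and with a replicate block it was 0.0502 and 0.0798. A difference in oxygen or medium between treated and untreated wells, and an effect of the inhibitor on metabolism, could each give this pattern, and both stay open.

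Integrated stress response genes, also outside those the paper discusses, were higher with GSKJ4 at D5, with a median of 1.197 (11 of 12 higher, limma's fry adjusted p 0.0449). An earlier stage would raise the list by 0.5821, the untreated D4 against D5 median, which is less than the change seen. After removing the trend with gene length the median was 1.2466, and the value nearest 0 with a library left out was 1.0174. One of 6 fits with a library left out kept the adjusted p under 0.05, and a replicate block gave 0.115. A stress response of the treated cells is a possible biological explanation, and the design has no second inhibitor with which to separate loss of Kdm6b activity from other effects of the compound.

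The p53 target genes, not discussed in the paper, were higher with GSKJ4 at D4H8, with a median of 1.000 (10 of 10 higher, limma's fry adjusted p 0.0351). Untreated D4 against D4H8 libraries differed by a median of 0.2596, which argues against a D4-like stage as the whole cause. For the D4H8 cells GSKJ4 was added before D4 and no library precedes D4, so a still earlier stage stays open. Removing the trend with gene length left 0.9159, and the median nearest 0 with a library left out was 0.8084. One of 6 such fits kept the adjusted p under 0.05, and a replicate block gave 0.144. A p53 response to the compound is a hypothesis consistent with the direction in all 10 genes, while its size across replicates stays uncertain.

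Genes that respond to metals were another signal outside the paper's discussion. At D4H8, *Mt1* changed with GSKJ4 by a log2 fold change of 2.583 (edgeR adjusted p 0.0259), *Mt2* by 2.663 (edgeR adjusted p 0.0235) and *Slc30a1* by 2.153 (edgeR adjusted p 0.0027). *Mt1* and *Mt2* are close copies, but reads shared between paralogs do not reach *Slc30a1*, which changed by 2.1527. The median of the 3 genes nearest 0 with a library left out was 2.2511 (farthest 2.9423). For each gene all 3 treated libraries lay above every D4 library, which argues against a D4-like stage as the cause. A stage before D4 was not sequenced and stays open. At D5, edgeR gave adjusted p values of 0.546 for *Mt1*, 0.976 for *Mt2* and 0.476 for *Slc30a1*. A replicate block gave 0.0201 for *Mt1*, DESeq2 gave 0.033 for *Slc30a1*, and edgeR with no filter on low counts gave 3.44e-16 for *Mt1* and 1.32e-12 for *Mt2*. At D6, edgeR gave 1 for all 3 genes, and only the replicate block gave less than 0.05, with 1.38e-06 for *Mt1*, 2.33e-06 for *Mt2* and 0.0426 for *Slc30a1*. The D6 log2 fold changes with the block were 0.752, 0.722 and 0.365. Free metal ions in the treated cells, for example through the compound, are a candidate explanation that was not tested beyond these values.

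*Trim66*, which the paper does not discuss, was the only gene with an adjusted p under 0.05 at D5 in edgeR's main test. DESeq2, no filter on low counts, a replicate block and one fit over all 21 libraries each gave more genes. It went from 0.375 CPM (SD 0.130, n = 3) to 16.7 CPM (SD 2.74), a log2 fold change of 5.462 (SE 0.388, edgeR adjusted p 0.00149). Leaving out one library gave 5.21 to 5.71, and the adjusted p ranged from 1.7e-26 to 0.0268 over the alternatives. At D4H8 it changed by 2.77 (edgeR adjusted p 0.0240) and at D6 by 1.02 (edgeR adjusted p 1). All 3 treated D5 libraries lay above every untreated library of any stage, so an earlier stage of the cells does not account for it. Its rise could be a response to the compound or to Kdm6b inhibition, which these data do not separate.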

How the results depend on the processing

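The tests below were set before the data were examined, except DESeq2 with a local fit of the dispersion trend, the one setting among these tests chosen only after the result was seen. For each value that moved, the cause was not tested unless a sentence names it.

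For the GSKJ4 contrasts, DESeq2 gave 1965, 69 and 1 genes with an adjusted p under 0.05 at D4H8, D5 and D6, and 735 such target genes at D4H8. Its local fit gave 3229, 124 and 5 genes and 1218 target genes, with 1750 genes at D5 and 421 at D6 at an unadjusted p under 0.05. It also gave 465 and 127 genes of Datasets EV4 and EV5. No filter on low counts gave 2287 and 128 genes with an adjusted p under 0.05 at D4H8 and D5 and 847 target genes at D4H8. At an unadjusted p it gave 1553 genes at D5 and 406 at D6, and 57.5% of altered D4H8 targets were lowered. One fit over all 21 libraries gave 2048 and 9 genes with an adjusted p under 0.05 at D4H8 and D5 and 922 target genes. At an unadjusted p it gave 1432 genes at D5, 82 at D6 and 14 genes of Dataset EV5.

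A replicate block gave 2274, 4 and 257 genes with an adjusted p under 0.05 at D4H8, D5 and D6, 1227 and 1768 genes at an unadjusted p at D5 and D6, and 815 target genes at D4H8. With it 59.3% of altered D4H8 targets were lowered, 116 genes of Dataset EV5 had an unadjusted p under 0.05, and 1 list in fry kept an adjusted p under 0.05. The replicate block gave 185 and 491 genes for the interactions D5 against D4H8 and D6 against D4H8. It reversed the sign of 1 list median (marker lists, cell_cycle at D6, median log2 fold change), to -0.0171. The numbers paired at D6 only, and at D4H8 and D5 replicate 2 fell below the limit of 0.1. Among named genes the block moved 13 at D6 to an adjusted p under 0.05, as well as *E2f1*, *Prox1* and *Fzd3* at D4H8 and *Mt1* at D5, and 13 of the tests of lists lost it. The fry test on the whole D4H8 target list went from a p of 0.0905 to 0.0321 with the block, and to 0.00302 with upper-quartile scaling.

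Left out one library at a time, the 6 fits per stage gave 43 to 1746 genes with an adjusted p under 0.05 at D4H8, lowest without untreated D4H8 replicate 1 and highest without treated D4H8 replicate 2. They gave 1 to 6 at D5. At an unadjusted p they gave 2526 to 5115 at D4H8, 450 to 1562 at D5 and 127 to 389 at D6. Among D4H8 targets these fits gave 928 to 2034 altered, 527 to 1155 lowered, 52.5% to 60.3% lowered and 29 to 744 with an adjusted p under 0.05. For Datasets EV3, EV4 and EV5 they gave 503 to 828, 140 to 283 and 36 to 75 genes. The Spearman correlation with the untreated course ran from -0.236 to 0.0009 at D5 and from -0.367 to 0.204 at D6. Its sign turned at D5 without untreated replicate 1, and at D6 without untreated replicate 1 (0.204), treated replicate 2 (0.0166) or treated replicate 3 (0.148). Lists with an adjusted p under 0.05 in fry numbered 2 to 15. Fits with fewer libraries have less power by construction.

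The odds ratio of targets among raised genes reversed to 1.56 with DESeq2, 1.42 with no filter and 1.69 with the local fit, all 3 over a background that also holds genes with few counts. Across the 6 fits that each left out one library it ran from 0.581 to 0.963, the last without treated D4H8 replicate 3 and with a Fisher's exact p of 0.428.

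For the interactions, DESeq2 gave 238, 1 and 582 genes with an adjusted p under 0.05 for D5 against D4H8, D6 against D5 and D6 against D4H8, and 615 for D6 against D5 at an unadjusted p. No filter gave 351, 13 and 626, with 2876 for D5 against D4H8 and 969 for D6 against D5 at an unadjusted p. At least 10 counts in every library gave 208 for D6 against D4H8 and 237 for D6 against D5 at an unadjusted p. Across fits that each left out one library the counts ran from 16 to 172, 0 to 1 and 40 to 284, with 259 to 1012 for D6 against D5 at an unadjusted p. The lowest counts of the first and last were without untreated D4H8 replicate 1.

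For the stage contrast D4H8 against D4, no filter gave 1319 genes and one fit over all 21 libraries 422 genes with an adjusted p under 0.05, and 1843 at an unadjusted p. Leaving out one library at a time gave 350 to 743 and 1846 to 3357. For D5 against D4H8, one fit over all 21 libraries gave 3218 genes. Upper-quartile scaling moved the median of all genes for D6 against D4H8 by -0.12 log2, and there and in D6 against D4 lower genes then outnumbered higher ones.

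Within-stage correlations averaged 0.955 with log2(FPKM + 0.1), 0.939 without a log and 0.987 over all genes, and neighbouring stages 0.974 over all genes. For D4 and D6 the averages were 0.647, 0.835 and 0.907 under these settings and 0.7699 with log2 TMM CPM. Fold limits of 1.5 and 0.67 gave 31.9% lower and 26.1% higher on the D4 list and 30.4% lower and 23.4% higher on the D4H8 list. CPM ratios gave 42.1% and 39.4% higher on these lists, and genes with any FPKM above 0 gave 38.4% higher on the D4H8 list. Leaving out one library at a time gave 38.4% to 43.2% and 37.01% to 38.3% higher. The level difference between shared and unshared targets was 0.95 with a pseudocount of 0.1 and 0.51 for genes with a mean FPKM of at least 1.

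Some medians near 0 changed sign when one library was left out. At D6 the ranges were -0.45 to 0.47 for pluripotency genes, -0.21 to 0.0468 for early genes, -0.0767 to 0.0398 for the paper's D4H8 examples, -0.0555 to 0.10 for *Prox1* and *Pbx3*, -0.10 to 0.0207 for the factors of Fig. EV5D, -0.0469 to 0.0283 for Kdm6 and PRC2 genes, -0.41 to 0.29 for interneuron genes, -0.69 to 0.0925 for feeder genes and -0.30 to 0.36 for cell-cycle genes. RLE scaling put the Fig. EV5D factors at -0.0029 and cell-cycle genes at -0.0015. At D5 they were -0.47 to 0.24 for pluripotency, -0.27 to 0.0116 for early, -0.13 to 0.0068 for Fig. EV5D, -0.0349 to 0.0416 for Kdm6 and PRC2, -0.55 to 0.29 for interneuron, -0.31 to 0.0821 for feeder and -0.34 to 0.0094 for cell-cycle genes. The paper's D6 examples ran from -0.23 to 0.11 at D4H8.

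Among single genes, the D6 change with GSKJ4 ran from -0.28 to 0.0374 for *Uty*, -0.0469 to 0.21 for *Suz12*, -0.21 to 0.0662 for *Kdm6b*, -0.0284 to 0.13 for *Kdm6a*, -0.0756 to 0.0749 for *Ezh2*, -0.17 to 0.0439 for *Ezh1* and -0.22 to 0.18 for *Eed*. At D5 it ran from -0.0261 to 0.23 for *Suz12*, -0.14 to 0.01 for *Kdm6a* and -0.0719 to 0.20 for *Ezh1*. At D4H8 it ran from -0.0387 to 0.36 for *Kdm6b*, -0.19 to 0.13 for *Kdm6a* and -0.0912 to 0.17 for *Eed*. The result named GSKJ4 effect at D4H8, Kdm6a was -0.0029 with no filter and -0.0028 with the replicate block.

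From D4 to D4H8, leaving out one library gave -0.15 to 0.086 for *Yy1* (0.0006 and 0.001 with limma on log2 FPKM plus 1 and plus 0.1). It gave -0.40 to 0.0205 for *Sox2*, -0.76 to 0.23 for *Hes5* and -0.0437 to 0.27 for *Etv6*. The fitted 0 to 3.19 for *Slitrk3* shows no change either way, since every D4 and D4H8 library had at most 3 counts. From D5 to D6 it gave -0.24 to 0.27 for *Robo2* and -0.19 to 0.13 for *Hes5*. The result named FPKM levels of named genes, Robo2, D6 against D5 was -0.0932 and -0.10 with limma, and -0.0347 with CPM.

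Over all comparisons of a setting with the reported value, those listed above included, 1926 of the single-gene and list values kept direction and side. Of the others, 73 became stronger, 134 weaker and 86 reversed. Of the summary values, 546 stayed, 127 moved, 7 reversed and 1 became weaker. No alternative set before the data were examined was left out. With 3 libraries per group and a median total of 16238435 counts, changes at D5 of the size seen were mostly not separable from replicate spread. At D6 this held without a replicate block only, since with it 257 genes had an adjusted p under 0.05. Genes at 3 counts or fewer give only a lower bound.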

Differences from the paper's values

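The tests named in this part were set before the data were examined, except DESeq2 with a local fit of the dispersion trend, one of the tests chosen only after the result was seen.

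At D5, 390 genes were lowered by GSKJ4 at an unadjusted p under 0.05, against the paper's 818. Of the alternatives set before the data were examined, no filter (796), a replicate block (677), one fit over all 21 libraries (708) and leaving out treated D5 replicate 1 (781) came within 1.5 times of the paper's count. DESeq2 with its default fit (510), RLE scaling (385), upper-quartile scaling (372), at least 10 counts in every library (406) and the fits without untreated D5 replicate 1, 2 or 3 (234, 310 and 382) did not. Nor did those without treated D5 replicate 2 or 3 (385 and 361). DESeq2 with a local fit of the dispersion trend, chosen after seeing the values, gave 818. Its log2 fold changes and standard errors differed from the study's by at most 5e-06. With the default fit the standard errors differed by up to 0.74.

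At D6, 134 genes were lowered at an unadjusted p under 0.05, against the paper's 245. No filter (231) and leaving out treated D6 replicate 1 (262) came within 1.5 times. DESeq2 with its default fit (141), RLE scaling (134), upper-quartile scaling (133), at least 10 counts in every library (111), a replicate block (1046) and one fit over all 21 libraries (45) did not. Nor did the fits without untreated D6 replicate 1, 2 or 3 (129, 76 and 120) or without treated D6 replicate 2 or 3 (136 and 130). DESeq2 with a local fit of the dispersion trend, chosen after seeing the values, gave 245. Here too its log2 fold changes and standard errors differed from the study's by at most 5e-06, against standard errors up to 0.39 apart with the default fit.

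The lowest Pearson correlation of a D4 with a D6 library was 0.628, against the paper's value of about 0.77 in Appendix Fig. S1, read by eye. FPKM without a log gave 0.750, nearer than its SD of 0.0439 between pairs, while log2(FPKM + 0.1), all genes and log2 TMM CPM gave 0.571, 0.879 and 0.711. The highest such correlation was 0.755, against the paper's about 0.86 in Appendix Fig. S1, read by eye. FPKM without a log gave 0.898, 0.04 above the paper's but within the same SD, while the other alternatives gave 0.696, 0.926 and 0.808. The lowest correlation within a stage was 0.955, against the paper's about 0.97 in Appendix Fig. S1, read by eye. Log2 TMM CPM gave 0.9704 and closed the gap, while log2(FPKM + 0.1), FPKM without a log and all genes gave 0.930, 0.833 and 0.983.

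The paper names *Mnx1* among the lowered co-targets at D4H8. Its log2 fold change was -0.51, with an unadjusted p of 0.198 in edgeR. The local fit in DESeq2, chosen after seeing the values, gave 0.104, and no setting gave an adjusted p under 0.05. That fit gave all 1089 genes of Dataset EV3 an unadjusted p under 0.05, but not *Mnx1*. At D5 the paper names *Crmp1*, *Ebf2* and *Uncx* as lowered. *Crmp1* had an unadjusted p of 0.0908 in edgeR and 0.0378 with the local fit, which was chosen after seeing the values. *Ebf2* had 0.071 in edgeR, 0.0303 in DESeq2 and 0.0181 with the local fit, chosen after seeing the values. *Uncx* had 0.164 in edgeR and 0.0489 with the local fit, chosen after seeing the values.

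At D6 the paper names *Cux2*, *Lrrtm3*, *Slitrk3* and *Sema6a* as lowered. Their unadjusted p in edgeR was 0.10, 0.106, 0.0744 and 0.0872, and with the local fit in DESeq2, chosen after seeing the values, 0.0454, 0.0448, 0.0193 and 0.0325. DESeq2's default fit gave 0.0346 for *Slitrk3*. A replicate block in edgeR gave adjusted p values of 0.00159, 0.0123, 0.00311 and 1.8e-04.

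The paper describes the early stage-specific targets as mainly lowered later. On the whole D4 and D4H8 target lists, which are not those subsets, 48.4% and 49.5% of genes were lower at D6 and 40.9% and 37.6% higher, where 49.1% and 49.9% of all expressed genes were lower. The D4 list reached 50.1% lower without D4 replicate 1, against 50.6% of all genes in that setting. The D4H8 list reached 50.1% without D6 replicate 2 and 50.3% without D6 replicate 3, against 50.3% and 50.7%. The D4H8 list exceeded all genes without D6 replicate 1 (48.3% against 48.2%) and without D4H8 replicate 3 (49.2% against 49.0%).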

Other observations

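In this part the splits of the libraries, the tests on the D6 replicates and the tests on the D5 library with many genes at 0 were tests chosen only after the result was seen, and the tests on Kdm6b targets were written before.

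The Kdm6b target list was over-represented among genes lowered at D4H8. Higher expression of target genes does not account for it, since 0 of 10000 lists matched on expression held as many lowered genes, the largest 805. Matched on length as well, 0 of 10000 did, the largest 777. A set of genes that respond either way is argued against by the odds ratio of 0.7477 among raised genes. An arbitrary division of the libraries cannot be told apart with 3 against 3, because only 10 splits exist. The true division was the 1 of the 10 splits with as large an odds ratio, the others reaching 1.4687.

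The counts of genes past the threshold were compared with the same splits. At D4H8 the true division was the 1 of the 10 splits with as many genes, and the others had 0. At D5 it was also 1 of the 10 splits, the others with 0. At D6 all 10 of the 10 splits had as many, which was 0. With a replicate block at D6, 1 of the 4 splits had as many, the others reaching 6. For the stage contrasts D4H8 against D4, D5 against D4H8, D6 against D5, D6 against D4H8 and D6 against D4, 1 of the 10 splits had as many, the others 0. For D5 against D4 it was 1 of the 10 splits, the others reaching 1. For the interaction of D6 against D5, 33 of the 33 splits had as many genes as the true one, the others reaching 1. At 3 against 3 only 10 splits exist, so the share of splits alone cannot decide. For the stage contrasts the true divisions gave 767 genes (D4H8 against D4) to 11188 genes (D6 against D4). Correlations of log2(FPKM + 1) within a stage were at least 0.955. Between stages they were at most 0.7546 for D4 and D6, 0.813 for D4H8 and D6, 0.8904 for D4 and D5, 0.9277 for D5 and D6 and 0.9339 for D4H8 and D5. This argues against an arbitrary division for these 5 contrasts. With FPKM without a log the ranges overlapped, with at most 0.8984 for D4 and D6 and at least 0.8326 within a stage. For D4 and D4H8 they reached 0.9791, which decides nothing. There the factors *Neurog1*, *Neurog2* and *Isl1*, which the paper names, rose by log2 fold changes of 3.01, 2.43 and 2.89 with no overlap between libraries. Their highest adjusted p over the alternatives was 0.00183, 4.62e-04 and 0.0012, which argues against an arbitrary division for D4H8 against D4 as well.

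The GSKJ4 effect was compared with the untreated course. Across genes, which are not independent replicates, the Spearman correlation of the GSKJ4 log2 fold change with a stage change that shares no library was -0.143 at D4H8 against the D5 to D4 change. It was -0.127 at D5 against the D6 to D4H8 change and -0.135 at D6 against the D5 to D4H8 change. Per treated library it ran from -0.230 to 0.0710 at D4H8, from -0.292 to 0.220 at D5 and from -0.378 to 0.367 at D6. Correlations as large came from 6 of the 10 splits at D4H8, 6 of the 10 at D5 and 8 of the 10 at D6. The others reached 0.3507, 0.3693 and 0.4696. A delay of the treated cells cannot be told apart from an arbitrary division, because the libraries of each group spread over both signs. At D6 same-numbered libraries deviated together, with correlations of 0.671 to 0.912. The D6 range and splits did not use this pairing, and no comparison within pairs was run. They therefore leave a delay at D6 undecided.

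Libraries of the same replicate number at D6 deviated together. A different degree of maturation between replicate numbers fits this, since the deviation of replicate 1 from its group correlated with the untreated D5 against D4H8 change across 11609 genes, with a Spearman correlation of 0.5512 in untreated and 0.579 in treated libraries. Cell-cycle genes in replicate 1 deviated by a median of -0.82 and -0.93 log2 in these libraries. A difference in depth is argued against, as the total of replicate 1 differed from the mean of the others by at most 3.333%. It remains possible that replicate 1 came from a culture further along than the others.

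Replicate 2 of treated D5 had 39381 genes at 0 counts and 25 genes at 0 that averaged at least 100 counts in the other libraries, against 0 such genes in any other library. A lower total count is argued against, since its total was 0.9495 of the mean of the other D5 libraries. A count threshold in the file is excluded, since 790 genes had 1 to 9 counts, against 6444 to 8520 in the others. Fewer distinct molecules, each read many times, fits in part. Genes with 20 to 40 expected counts were at 0 in 34.4804% of cases, against 32.0024% predicted from 24.6 reads per molecule. Above 40 expected counts the share exceeded the prediction, with 14.5% against 11.0% for 40 to 80 counts and 3.09% against 1.33% for 80 to 160. The library may have been amplified from little material, and no biological explanation was tested.

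Further genes met the rule for named genes at D4H8. *Ano3* (ENSMUSG00000074968, GRCm38 chromosome 2: 110655201-110950923) rose by a log2 fold change of 2.68 (SE 0.557, edgeR adjusted p 0.0361). The mitochondrial *mt-Rnr1* (ENSMUSG00000064337, chromosome M: 70-1024) rose by 2.63 (SE 0.525, edgeR adjusted p 0.0324), but by 1.74 without treated D4H8 replicate 2. *Neurog2* fell by 3.97 (SE 0.306, edgeR adjusted p 0.0027; leave-one-out range -4.21 to -3.69). *Hk3* (ENSMUSG00000025877, chromosome 13: 55005985-55021385) fell by 4.16 (SE 0.743, edgeR adjusted p 0.0246). It overlaps *Unc5a* on the other strand, so its counts are uncertain.

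Of the 45 tests of lists in limma's fry, 14 had an adjusted p under 0.05. Of these, 3 are the paper's examples for GSKJ4 tested at their own stage. The study chose those examples on these libraries, so these 3 tests are not independent evidence. Other lists share genes with the examples of the same stage, so their tests are not fully independent either. At D5 the late genes share *Isl1*, *Isl2*, *Lhx3*, *Lhx4*, *Mnx1*, *Crmp1*, *Nrp2* and *Cdh11* with the examples. At D4H8 the early genes share *Olig2*, *Hes5* and *Neurog1* with them. For genes the paper names, the medians of log2 fold change at D4H8, D5 and D6 were -0.64, -0.11 and -0.06 for the early genes (fry adjusted p 0.0326, 0.751 and 0.917). They were -1.38, -0.70 and -0.29 for the late genes (0.0351, 0.0221 and 0.205) and -0.67, 0.24 and 0.03 for *Prox1* and *Pbx3* (0.107, 0.474 and 0.941). For *Kdm6b* and the factors of Fig. EV5D they were -0.39, -0.01 and 0.00 (0.0326, 0.0873 and 0.737). For the examples the paper gives for GSKJ4 at D4H8 they were -2.44, -0.54 and -0.01 (0.0221, 0.325 and 0.97). For its examples at D5 they were -1.41, -0.78 and -0.24 (0.0221, 0.0221 and 0.0928), and for those at D6 -0.03, -0.53 and -0.50 (0.804, 0.0326 and 0.0326). With a replicate block the D6 examples had a fry adjusted p of 0.0502 at D6.

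For the other lists, the medians at D4H8, D5 and D6 were 0.22, 0.04 and -0.03 for Kdm6 and PRC2 genes (fry adjusted p 0.804, 0.891 and 0.769) and 0.72, -0.10 and -0.13 for feeder fibroblast genes (0.148, 0.751 and 0.804). They were 0.65, -0.14 and -0.01 for pluripotency genes (0.641, 0.969 and 0.981) and -0.50, -0.13 and 0.00 for cell-cycle genes (0.0326, 0.804 and 0.981). Hypoxia and glycolysis genes had -0.17 at D6 (0.786). Integrated stress response genes had 0.93 at D4H8 (0.107) and 0.39 at D6 (0.107). For p53 target genes the D5 median was 0.31 (0.107) and the D6 median 0.17 (0.304). Interneuron genes had 0.49, -0.07 and -0.11 (0.917, 0.981 and 0.981), with only 3 of 8 genes tested at D4H8.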
